# New insights into *Arabidopsis* transcriptome complexity revealed by direct sequencing of native RNAs

**DOI:** 10.1093/nar/gkaa588

**Published:** 2020-07-11

**Authors:** Shoudong Zhang, Runsheng Li, Li Zhang, Shengjie Chen, Min Xie, Liu Yang, Yiji Xia, Christine H Foyer, Zhongying Zhao, Hon-Ming Lam

## Abstract

*Arabidopsis thaliana* transcriptomes have been extensively studied and characterized under different conditions. However, most of the current ‘RNA-sequencing’ technologies produce a relatively short read length and demand a reverse-transcription step, preventing effective characterization of transcriptome complexity. Here, we performed Direct RNA Sequencing (DRS) using the latest Oxford Nanopore Technology (ONT) with exceptional read length. We demonstrate that the complexity of the *A. thaliana* transcriptomes has been substantially under-estimated. The ONT direct RNA sequencing identified novel transcript isoforms at both the vegetative (14-day old seedlings, stage 1.04) and reproductive stages (stage 6.00–6.10) of development. Using in-house software called TrackCluster, we determined alternative transcription initiation (ATI), alternative polyadenylation (APA), alternative splicing (AS), and fusion transcripts. More than 38 500 novel transcript isoforms were identified, including six categories of fusion-transcripts that may result from differential RNA processing mechanisms. Aided by the Tombo algorithm, we found an enrichment of m5C modifications in the mobile mRNAs, consistent with a recent finding that m5C modification in mRNAs is crucial for their long-distance movement. In summary, ONT DRS offers an advantage in the identification and functional characterization of novel RNA isoforms and RNA base modifications, significantly improving annotation of the *A. thaliana* genome.

## INTRODUCTION

Transcriptome analysis provides a powerful approach for identification and quantification of RNA transcripts and their processed forms (1). Previous studies with next generation sequencing (NGS) and PacBio long-read sequencing demand conversion of RNA into cDNA, which may fail to identify mRNA complexity. Oxford Nanopore Technology (ONT) is capable of directly sequencing native full-length RNA molecules, whereas the NGS-based platforms can only produce much shorter reads (35–700 bp) (2,3). Therefore, the capability of NGS systems to characterize the complexity of the mRNA transcriptome, particularly base modifications, is compromised. Relatively few transcriptome analyses have been conducted using ONT Direct RNA Sequencing (DRS) in *Arabidopsis* (4). A comprehensive catalogue of transcript isoforms using the ONT long reads has not been made to date because of limitations in the protocols used for library preparation. Crucially, the RNA G-Quadruplex (rG4) structure (5) has not been considered when preparing libraries for ONT DRS. This problem has been further complicated by the lack of a customized algorithm for the systematic discovery of novel isoforms.

In the present study, we demonstrate the power of ONT DRS for the identification of processed mRNA isoforms and RNA modifications. By sequencing the full-length native mRNAs at two different developmental stages in *A. thaliana*, we identified more than 38 500 novel transcript isoforms that are currently missing from the Araport11 database (6). We experimentally-validated a subset of the novel isoforms. Cytosine methylation of mRNAs is regarded as a crucial marker for mobile mRNAs. The disruption of m5C modifications in the gene encoding *Arabidopsis*TRANSLATIONALLY CONTROLLED TUMOR PROTEIN (TCTP1) abolished long-distance movement (7). Using the ONT DRS, we also identified putative m5C RNA modifications and shown that these modifications exhibit a positive correlation with the long-distance movement of mobile mRNAs.

## MATERIALS AND METHODS

### Plant materials and growth conditions

*Arabidopsis thaliana* col-0 seeds were surface sterilized with 50% commercial bleach and 0.01% Triton X-100 for 10 min, then washed five times with sterilized H_2_O. The sterilized seeds were sown on }{}$\frac{1}{2}$ MS plate with 1% sucrose and 0.6% Agar (sigma, cat#: A1296). Stratification at 4°C for 48 h, then placed in a growth chamber with 16 h light/8 h dark for 14 days. The 14-day seedlings were harvested (three biological replicates, each with 1 g, one sample was used for an ONT DRS pilot run, but these data are not included in the present datasets) for RNA extraction. Some seedlings were transplanted into soil for floral buds, the soil-based *Arabidopsis* seedlings were also treated with photoperiod of 16 h light/8 h dark. After another three-week growing, floral buds from plants equals to principal growth stage 6.0 to 6.1 were harvested, and they were immediately immersed in a foil boat full of liquid nitrogen in a relative larger liquid nitrogen container. Two harvested biological replicates were frozen at −80°C freezer till RNA isolation.

### RNA extraction and Nanopore direct RNA sequencing library preparation

Total RNAs from *Arabidopsis* seedlings and floral buds were isolated with Trizol according to manufacturer's instruction. The extracted total RNAs were then treated with DNase I (NEB CAT#:M0303). The treated total RNAs were extracted with acidic phenol (125:24:1, pH 4.5, ThermoFisher cat#: AM9720) and precipitated with 2.5 M LiCl for two replicates from seedlings and two from floral buds. The purified RNAs were subjected to mRNA isolation with Dynabeads mRNA purification kit (ThermoFisher cat#: 61006), around 0.9 ug mRNAs for each library were used with Nanopore direct RNA sequencing kit (SQK-RNA002). The prepared libraries were loaded onto R9.4.1 flowcells, and sequencing was performed in MinION sequencer. Each library was run for 48 h.

### RT-PCR and Chop-RT-PCR

For RT-PCR, 1 ug total RNAs were used for cDNA synthesis with TransScript one-step gDNA removal and cDNA synthesis supermix kit (Catalog Number:AT311-02) as manual suggested. The RT reaction solution were diluted with five times of ddH_2_O, and 1 ul from the diluted RT solution was used for each PCR reaction in a scaled 10 ul reaction system with Phusion DNA polymerase (Catalog Number: F530S), For chop-RT-PCR, the amplified RT-PCR were digested with marked enzymes in Supplementary Figure S3 for 2 h. The RT-PCR and chop-RT-PCR products were separated with 1.5–2.0 % Agarose gel.

### Poly(A) length estimation

The poly(A) lengths of each read were calculated using Nanopolish (version 0.11.1) with ‘polya-merged’ branch (8). The raw ion signal from the 3′ unaligned ends of reads were extracted to estimate the length of poly-(A) tail, which was deduced by the dwell time of the signal.

### Alternative polyadenylation (APA) analysis

The polyadenylation (poly(A) sites for each DRS read were recorded. Sites with >5-read support were selected for inclusion in the APA list. This list was compared with the APA lists obtained from Araport11, Wu *et al.* (9) and Sherstney *et al.* (10), respectively. The poly(A) sites with 5 nt shifts between different datasets were identified as the same modification. For the APA motif analysis, a 50-nt region upstream of poly(A) sites was scanned for all possible hexamer sequences so that the top 50 overrepresented motifs could be identified. The overrepresented motifs were then scanned against the sequences of 14–24 nt (19 ± 5 nt) upstream of a poly(A) sites to obtain data on the occurrence of the motifs within these regions using SignalSleuth2 (11).

### DEG and DEI calculation

An isoform was defined as differentially expressed isoform (DEI) between two tissues when the change of its relative abundance (percentage of read count) out of all the transcripts within the same locus is greater than 10%. A gene was defined as differentially expressed gene (DEG) between tissues when the fold change of its abundance of combined transcripts (read count per million) was greater than two and false discovery rate (FDR) was <0.05. The FDR for the DEGs was calculated in R package edgeR (version 3.30) (12), with ‘quantile normalization’ method for normalization.

### External data source

Several published datasets were used for comparison of the results obtained by Nanopore DRS and literature data. We used two Illumina short-read RNA-seq datasets for *A. thaliana* that include 14-day old seedlings (GSE104483) (13) and 8–10-day floral buds (GSE139917) (14). Two sets of Nanopore DRS data for 14-day-old wild-type *A. thaliana* seedlings (4) were also included. The Sequence Read Archive (SRA) accession number for all the sequencing data used is listed in Supplementary Table S5.

### Base calling and Nanopore long read analysis

The reads were re-base-called with the Guppy basecaller (version 3.1.5) (15), with high accurate model. The resulting sequences were separately mapped against the Araport11 transcriptome with parameters ‘-ax map-ont’ and against the TAIR10 genome with parameters ‘-ax splice -k 14 -G 100000’ using Minimap2 (16). The resulting ‘SAM’ files were sorted and indexed with ‘SAMtools’ (v2.1) (17) by sequence coordinate. For visualization on UCSC genome browser, the read mapping results were converted to bigGenePred format (https://genome.ucsc.edu/goldenpath/help/examples/bigGenePred.as) using a custom script embedded in the TrackCluster package (https://www.github.com/runsheng/trackcluster/) (18). The novel isoform calling, and isoform quantification was done by TrackCluster package, with default parameters. The TrackCluster related code can be found in Supplementary Data1.

### RNA base modification analysis with m5C model and *de novo* model

Modification of the RNA sequences were identified with Tombo package version 1.5 (19). The models of ‘5mC’ and ‘*de novo*’ were implemented separately to detect possible modification in each read. The score on each site indicated the fraction of a possible modification on a given site. For plotting the modification coverage along gene body and UTRs, the modification coverage was normalized for each isoform using ‘w0’ method with a bin size of five nucleotides (20). Only the isoforms with both 5′ and 3′ UTR longer than 50 nucleotides were used in the calculation.

## RESULTS

### ONT DRS enables the sequencing of full-length transcripts

We used ONT DRS to analyse the transcriptomes of 14-day-old *A. thaliana* seedlings grown on plates to developmental growth stage 1.04 (hereafter referred to as seedlings) (21) and unopened floral buds (developmental growth stage 6.0–6.1; hereafter referred to as floral buds) (21). 

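In ONT DRS, native polyadenylated RNA passes through a protein pore and the bases are read from the change in current, so no PCR copies are counted. The data analysed here were 2 floral bud libraries and 2 seedling libraries, each a biological replicate. The authors called bases with Guppy, aligned the reads to the TAIR10 genome with Minimap2 and assigned them to genes and isoforms with TrackCluster. The values they deposited are estimated counts for 24750 genes in each library, without normalization. Of the values above 0, 83.8% were not whole numbers, and for 99.1% of the genes the sum over the libraries was a whole number. The total was 796885 estimated counts in floral buds replicate 1, 669401 in floral buds replicate 2, 579416 in seedlings replicate 1 and 620120 in seedlings replicate 2. At these depths 3 counts, the smallest number taken as detectable, correspond to 3.76 CPM (counts scaled to a common library total) in floral buds replicate 1 and to 5.18 CPM in seedlings replicate 1, the deepest and the shallowest library. Such limits cover counting error only.
The estimated counts were rounded to whole numbers and compared between the stages with edgeR's quasi-likelihood test after upper-quartile normalization, over genes with at least 5 counts summed over the libraries. A gene was taken as a DEG when its false discovery rate (FDR) by the Benjamini-Hochberg method was below 0.05 and its fold change above 2, which are the paper's limits. The paper names quantile normalization in edgeR. Upper-quartile scaling, with 1 factor per library, was used in its place and does not equate whole distributions as full quantile normalization does. Full quantile normalization was run as an alternative, with limma-voom. The code in the paper's supplement joins reads to genes by an overlap of at least 5% without regard to strand, so the counts of overlapping genes and of genes on opposite strands of the same region are uncertain. With 2 libraries per stage, an exact permutation test of a single gene cannot give a p below 0.33, so the FDR values come from the model fitted across all genes. The fit gave no gene a variance of its own (its prior degrees of freedom were not finite). The calls therefore rest on a dispersion shared across genes, and very small FDR values depend on that model. Fold changes are seedlings over floral buds, so positive log2 values are higher in seedlings.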

Sequencing libraries prepared using purified polyadenylated RNAs were loaded onto R9.4.1 flow-cells and sequenced in a portable MinION sequencer. 

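Over the libraries together, 2665822 estimated counts were assigned to genes. Counts above 0 were listed for 18841 genes in floral buds replicate 1, 18544 in floral buds replicate 2, 17832 in seedlings replicate 1 and 17875 in seedlings replicate 2. The 10 genes with the most counts took 3.99% and 3.96% of the total in the floral bud replicates and 6.05% in both seedling replicates. The gene with the most counts was AT2G38540, named after its counts were seen, in both floral bud libraries and AT1G29930 (CAB1) in both seedling libraries.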

We generated approximately 3.2 million of long reads in total for all four libraries (two for floral buds, two for seedlings) with an average read length of 900–1000nt for each library (Table 1). The read length distribution approached the theoretical length distribution of *A. thaliana* mRNAs (Figure 1A), indicating a relatively high integrity of the sequenced RNAs. Using the base caller Guppy (Version 3.1.5) (15), the overall read accuracy for our samples was ∼93% (Table 1). This greatly improves the reliability of the AS analysis. Over 93.9% Nanopore reads were successfully mapped to the *A. thaliana* reference genome using Minimap2 through ‘split-read’ alignment (16). This procedure implements a ‘concave gap cost’ for long insertions and deletions to accommodate intron skipping. The substantially elevated mapping rate (compared to previous reads generated using the old base caller, e.g. Albacore) achieved over an extended genomic interval is extremely useful for the identification of novel splicing isoforms.

**Table 1.** Summary of Nanopore native RNA read statistics

Stage	Seedling1	Seedling2	Buds1	Buds2
Read number^a^	707 220	736 859	982 453	780 408
Average length	1003	983	1000	924
Median length	851	828	820	764
N50 length	1188	1143	1214	1141
Max read length	24 734	20 411	57 484	24 080
Average read quality	12	12	12	12
Alignment % identity^b^	93%	93%	92%	92%

^a^The Read number is the raw read number, excluding the ENO2 internal control.

^b^Reference of cDNA and genome were fetched from Araport11, containing 48 359 protein coding isoforms in total.

**Figure 1.**
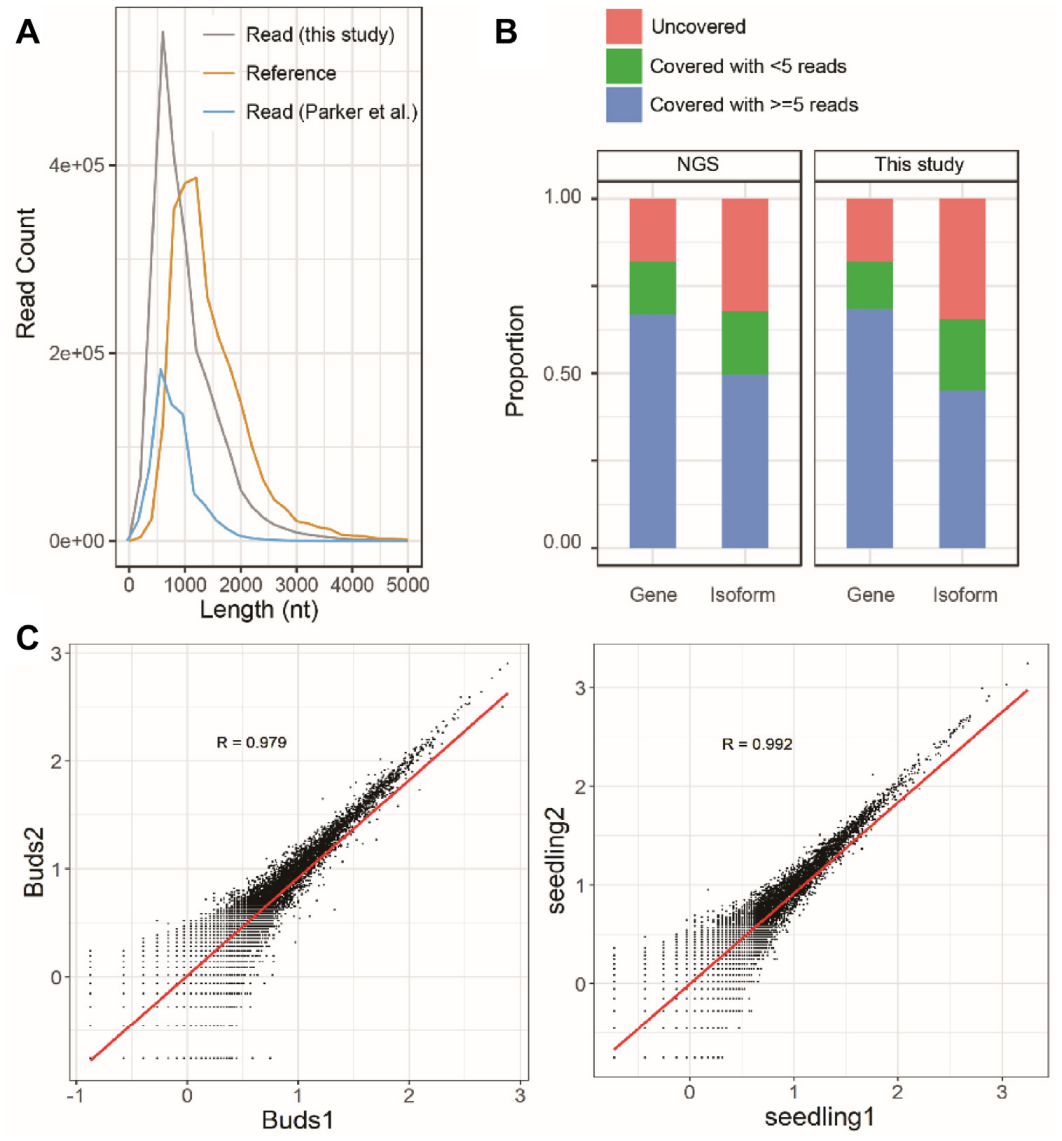
Statistical analysis of Nanopore reads and coverage as well as replicate reproducibility. (**A**) Read length distribution. Grey curve: the length distributions of Nanopore read; yellow curve: reference according to the existing longest isoforms of the gene were counted; blue curve: the length distributions of Nanopore reads from two of the seedling samples with 5′ adaptor from the publication of Parker *et al.* (4). (**B**) The proportion of the existing isoforms or genes in the Araport11 reference covered by all our long reads (right) or by the same amount of NGS reads (left). Red: not discovered genes or isoforms; green: genes or isoforms discovered by Nanopore read, but with <5 reads support; blue: discovered genes or isoforms with >5 reads support. (**C**) Correlation between two replicates of sequenced libraries. Shown are the biological replicates from floral buds (left) and seedlings (right).

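Of the genes listed, 20657 had at least 1 estimated count summed over the libraries and 18708 had at least 5. At least 1 count in both replicates of at least 1 stage was found for 19092 genes, and at least 1 count in every library for 14627 genes. The rule that moved these numbers most was a minimum of 5 counts in every library, which 10112 genes passed. Among nuclear protein-coding genes, 20080 had at least 1 count, which is 72.6% of the paper's total of protein-coding genes, and 18313 (66.2%) had at least 5. With these counts needed in both replicates of at least 1 stage, the shares were 67.6% and 51.4%. With them needed in every library, the shares were 52.1% and 36.2%. The values list 22736 protein-coding genes, of which 2656 were at 0 in every library. The paper lists m5C sites in some genes at 0, so a 0 need not mean that a gene had no reads. The shares may therefore understate how many genes were recovered. Between the replicates, Pearson's r across genes of log10 CPM was 0.916 in floral buds, over 17415 genes with a count in both, and 0.906 in seedlings, over 16304 genes. Between a floral bud and a seedling library it ranged from 0.782 to 0.790. Genes are not independent replicates, so these coefficients describe the libraries and carry no p. The coefficient depended most on the scale, and on linear CPM it was 0.9901 in floral buds and 0.995 in seedlings. The values are per gene, so the recovery of isoforms was not analysed here.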

When mapping the long reads to the existing annotated exons and UTRs in Araport11, about 82% (22 669 out of 27 655) of the protein-coding genes and 65% (31 658 out of 48 359) of the existing transcript isoforms were reproducibly recovered in two stages with two biological replicates (Figure 1B and C). The ONT DRS results are similar to those obtained by Illumina analysis of *Arabidopsis* seedlings (13) and floral buds at developmental stages 8–10 (14) (Figure 1B, left panel). 

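The estimated counts assigned to genes made up 81.1% of the raw reads of Table 1 in floral buds replicate 1 (95% Wilson confidence interval 81.03 to 81.19%) and 85.8% in floral buds replicate 2 (85.70 to 85.85%). In the seedling libraries the share was 81.9% (81.84 to 82.02%) in replicate 1 and 84.2% (84.07 to 84.24%) in replicate 2. The spread between replicates of the same stage was therefore larger than the counting error and larger than the difference between the stages. Over all libraries the share was 83.1%. It counts reads that TrackCluster assigned to an annotated gene after alignment to the genome. The reads left without a gene were not analysed here.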

The differential mapping ratios of ONT DRS reads against Araport11 genome (larger than 93.9%) and against the Araport11 transcriptome (∼82%) suggest that some of the ONT DRS reads may represent novel transcripts that are currently not annotated in the Araport11 database. One example is the super-long reads (>13 000 nt) mapped to the gene At4g17140. These reads were not included in our novel transcript isoform list because the copy number of the reads is smaller than five, the requirement for defining a novel isoform used in this study. 

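At4g17140 lies on the minus strand of chromosome 4 of TAIR10.1 from 9613330 to 9636873, a span of 23544 bp. Its annotated transcripts have 65 or 66 exons and spliced lengths of 13193 to 13199 nt. The gene had 18 and 11 counts in floral buds replicates 1 and 2, and 21 counts in each seedling replicate. Normalized for the upper quartile, these were 19.0 ± 4.88 CPM (SD, n = 2) in floral buds and 36.3 ± 1.05 CPM (SD, n = 2) in seedlings. The log2 fold change of 0.92 (standard error 0.44) was not past the limits for a DEG (FDR 0.122 by edgeR's quasi-likelihood test). With each library left out in turn it ranged from 0.69 to 1.22. The counts per gene hold reads of every length, so the number of super-long reads among them was not analysed here.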

Using the improved protocol (see Materials and Methods), we were able to generate three copies of reads that cover full-length isoform A and one copy that covers isoform B of the gene At4g17140, respectively. The Nanopore identified isoforms are different from all Araport11 annotated isoforms in three different regions (Figure 2A). The Nanopore reads in ‘Different-region (DR)-1’ have the same splicing patterns as the Araport11 annotated At4g17140.3 form but differ from At4g17140.1 and At4g17140.2 (Figure 2B). Moreover, the Nanopore reads in ‘DR-2’ have identical sequences to At4g17140.1 and At4g17140.2 but they differ from At4g17140.3 (Figure 2C). The ‘DR-3′, category has no reads to support any of the Araport11 annotated transcript isoforms. In DR-3, we found that the Nanopore reads contain an extended exon for most parts of intron 52 of At4g17140.3 because of the selection of an alternative 3′ acceptor site (Figure 2D). To verify the Nanopore results, we amplified the cDNAs in the relevant regions by RT-PCR with gene-specific primers (Figure 2E) followed by Sanger sequencing (Supplementary Data2). The results of this analysis confirmed that the transcripts derived from the Nanopore reads in all cases (Figure 2E). These findings demonstrate the power of ONT direct RNA sequencing for the identification of complex isoforms.

**Figure 2.**
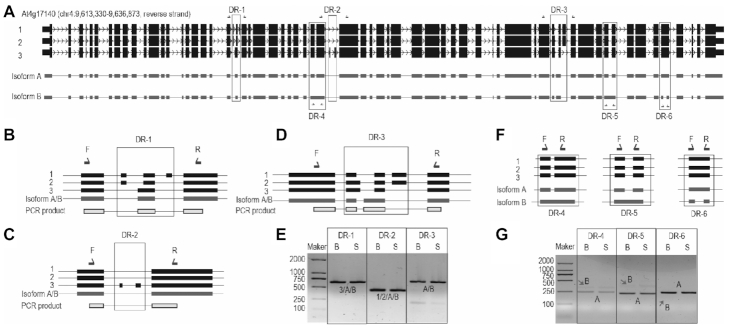
Correction of existing misannotated transcripts of At4g17140 by Nanopore long reads. (**A**) Diagram showing the difference between three reference isoforms (1–3, black) and our novel transcripts/isoforms (A and B, gray). Six different regions (DRs) are highlighted with box, and the primers used to amplify this region are shown near the DRs. DR 1–3 are the difference between reference isoforms and both the novel isoform A and B; while the DR 3–6 are the difference between isoform B and isoform A. (**B–D**). A magnified view of DR 1–3 shown in ‘A’. Shown on the top are the primers used for PCR validation and the mapping result of Sanger sequencing. (**E**). RT-PCR results for the confirmation of DR 1–3. Only one major band for each PCR can be found, and the isoforms supported by the Sanger sequencing results for each PCR are shown under the band. (**F**). A magnified view of DR 4–6 shown in ‘A’. (**G**). RT-PCR results for the confirmation of difference 4–6. The weaker band for the expected product of isoform B are indicated by red arrows. B, floral buds; S, seedlings; maker, the DL2000 DNA ladder. DR, different region.

In addition to obtaining the correct combination of exons, we also detected a new full-length isoform of At4g17140 (isoform B; Figure 2A, F–G), which is different from isoform A at several regions including exon 60 (DR-6, Figure 2A, F), exons 56–57 (DR-5, Figure 2A, F), and exons 30–31 (DR-4, Figure 2A, F) counted using Araport11 annotated At4g17140.3. These differences were confirmed by gene-specific RT-PCR (Figure 2G).

### Novel isoforms identified by Nanopore long reads

Using the customized pipeline called TrackCluster that was designed to identify and quantify novel transcript isoforms (18), we identified >38 500 novel transcript isoforms with the support of at least 5 reads (Supplemental Table S1). These isoforms represent a significant addition to the existing *A. thaliana* transcriptome. They can be classified into 11 categories. Four of these categories involve alternative use of promoters or polyadenylation sites, i.e. bearing extra or missing exon(s) at the 5′ or 3′ end (5′ extra, 3′ extra, 5′ missing and 3′ missing). Two categories involve UTR extensions or truncations at the 5′ or 3′ end, in which all the newly identified intron-exon boundaries match with those of an existing isoform except the first or the last exon (extra UTR and missing UTR). Two categories involve new combinations of exons within the gene body, including extra or missing exon(s) (extra exon and missing exon). One category involves intron retention, one category involves alternative splicing sites other than existing ones (new junctions), and the last category involves fusion of two separate isoforms from adjacent genes into a single isoform (fusion genes) (Figure 3A). Most of the newly discovered isoforms generally have a lower read coverage than the annotated transcripts in Araport11 (Figure 3B), suggesting that they are minor transcripts. As predicted, novel transcripts with extra UTRs, extra exons or intron retention have a relatively longer average length than the transcripts annotated in Araport11, while other categories of ONT transcript isoforms have a relatively shorter transcript length (Figure 3C).

**Figure 3.**
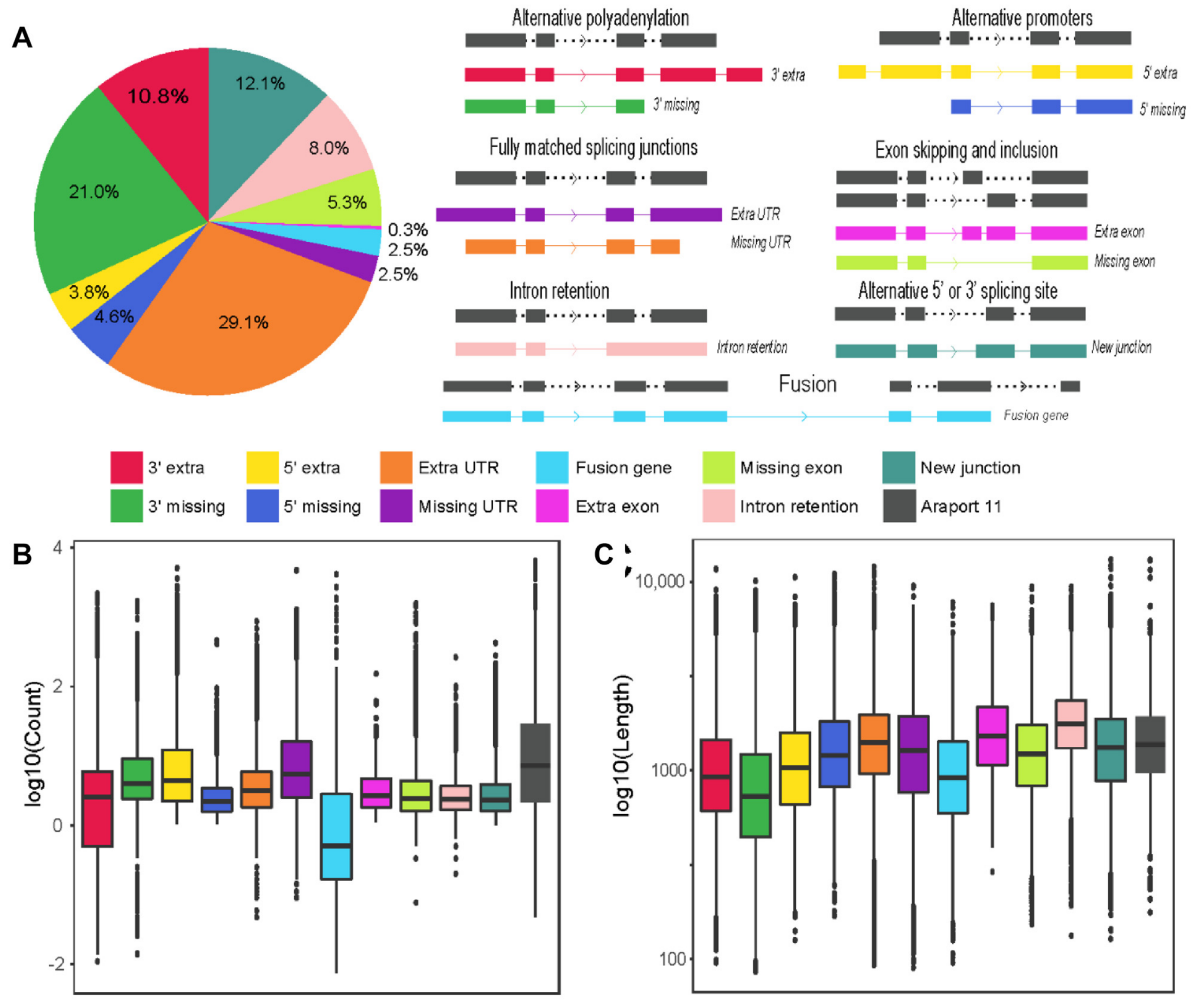
TrackCluster identified transcript isoforms and the distributions of read count and length for each category of isoforms. (**A**) Schematics of each category of novel isoform identified with Nanopore reads and their distribution. (**B**) Abundance of Nanopore reads mapped to various categories of isoform. (**C**) Distribution of read length for various categories of isoform in the study.

The length of poly(A) tails is of physiological relevance because it regulates mRNA export, stability and translation over developmental stages or under different environmental conditions (22). Since the Nanopore direct RNA sequencing outputs ionic current profiles for every 5–6 nucleotides, when poly(A) goes through the protein Nanopores, the signals may exhibit no changes. However, the software Nanopolish (https://nanopolish.readthedocs.io/en/latest/quickstart_polya.html) is able to use the dwelling time to estimate the number of A’s in the poly(A) tails (8). Using this strategy, we analysed poly(A) length of mRNAs in seedlings and floral buds. Our results indicate that the average poly(A) size in floral bud mRNAs is slightly larger than that in seedling mRNAs. The majority of poly(A) lengths in both tissue types was <100nt. This is slightly longer than the recently reported poly(A) length obtained in *Arabidopsis* seedlings (4) (Supplementary Figure S1). Mature mRNAs from ribosomal protein genes and other house-keeping protein genes tend to have shorter poly(A) tails (23). This finding agrees with the recent observation that longer poly(A) tend to have incomplete processing of pre-mRNAs (e.g. intron retention reads in Nanopore direct RNA sequencing) (8).

3′UTR length is generally determined by APA sites. Recent studies have shown that 3′UTR length may depend on cellular conditions (24). APA produce different 3′UTR lengths that potentially regulate the functions, stability, localization, and translation efficiency of target RNAs (25). We employed ONT direct RNA sequencing to predict APA sites using a minimum of 5 reads. The resulting APA sites were compared with those documented in Araport11 and those obtained by PAT sequencing (9). Our ONT-based results show a higher similarity to those obtained by PAT-sequencing than to those documented in Araport11. Over 50% APA sites identified in this study were also detected by PAT-sequencing. APA sites produced with both ONT and PAT-seq methods demonstrate a modest overlap with those documented in Araport11 as shown in Supplementary Figure S2. Therefore, APA sites have been severely underestimated in the Araport11, which also was confirmed by Helico DRS (10). Both ONT direct RNA-seq and PAT-Sequencing revealed more APA sites than those annotated in Araport11 (Supplementary Figure S2A). However, our data show a higher consistency with those produced by Helico DRS than those obtained by PAT-Sequencing (Supplementary Figure S2B) (10). Searching for putative motifs used as polyadenylation signals with 109,880 APA sites identified by ONT, we found that the top 10 motifs are T-enriched (Supplemental Figure S2C).

### Unexpected transcripts discovered in Nanopore sequencing data

With ONT DRS long reads and TrackCluster, six types of fusion transcripts were identified: (i) fusion transcripts covering two loci with different splicing patterns in the intergenic regions, e.g. At1g02050–At1g02060 (Figure 4A). (ii) long non-annotated transcripts covering multiple loci with no splicing events in the intergenic regions, e.g. At4g39361–At4g39364 (Figure 4B); (iii) super-long transcripts covering multiple loci, with distinct splicing patterns, e.g. At1g45248–At1g45229 (Figure 4C); (iv) transcripts covering two loci, each retaining the same splicing patterns as annotated, with an un-spliced, intact intergenic regions, e.g. At5g66460–At5g66470 (Figure 4D); (v) partial antisense transcripts covering two gene loci with the intergenic regions spliced out, e.g. At2g23550–At2g23560 (Figure 4E); (vi) transcripts covering two gene loci with different splicing patterns compared to each annotated transcript, e.g. At4g31050–At4g31060 etc. 

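The genes of these loci had the following counts. At1g02050 and At1g02060 lie 171 bp apart on the minus strand of chromosome 1 of TAIR10.1, between 359117 and 363142. At1g02050 had 112 and 69 counts in the floral bud replicates and 1 and 0 in the seedling replicates, at least 22.4-fold higher in floral buds (FDR 3.03e-27 by edgeR's quasi-likelihood test), whereas At1g02060 was listed at 0 in every library. The small nucleolar RNA genes At4g39361, At4g39363 and At4g39364 lie on the plus strand of chromosome 4 between 18304891 and 18305536, and none of them had more than 5 counts in any library. At4g39361 and At4g39364 are 94.1% identical where they align, so the assignment of a read to either is uncertain. At4g39362 was not analysed here. At1g45229 and At1g45248 lie on the minus strand of chromosome 1, with 3415 bp between them, and neither had more than 4 counts in any library. A difference between the stages was not detectable at that depth, and with each library left out in turn the log2 fold change of At1g45229 changed its sign.
At5g66460 and At5g66470 lie on the minus strand of chromosome 5 between 26538395 and 26544359 and overlap (a gap of -131 bp), so the division of reads between them is uncertain. At5g66460 had 31 and 17 counts in floral buds and 16 and 9 in seedlings (FDR 0.435), and At5g66470 had 23 and 17 in floral buds and 27 and 16 in seedlings (FDR 0.438, both from the same edgeR test). At2g23550 and At2g23560, on the minus strand of chromosome 2 and 245 bp apart, had at most 2 counts in any library. At4g31050 and At4g31060 lie on the plus strand of chromosome 4, 514 bp apart. At4g31050 had 7 counts in each floral bud replicate and 4 and 8 in the seedling replicates, and At4g31060 had 12 and 11 in floral buds and 8 and 6 in seedlings. Neither was a DEG (FDR 0.915 and 0.767 by edgeR), and the sign of the log2 fold change of At4g31050 also changed with the library left out. The counts per gene do not separate reads that cover a pair of loci from reads of a single gene.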

(Figure 4F). The presence of all these transcript isoforms was verified by RT-PCR (Figure 4A–F) and Chop-RT-PCR (Supplementary Figure S3).

**Figure 4.**
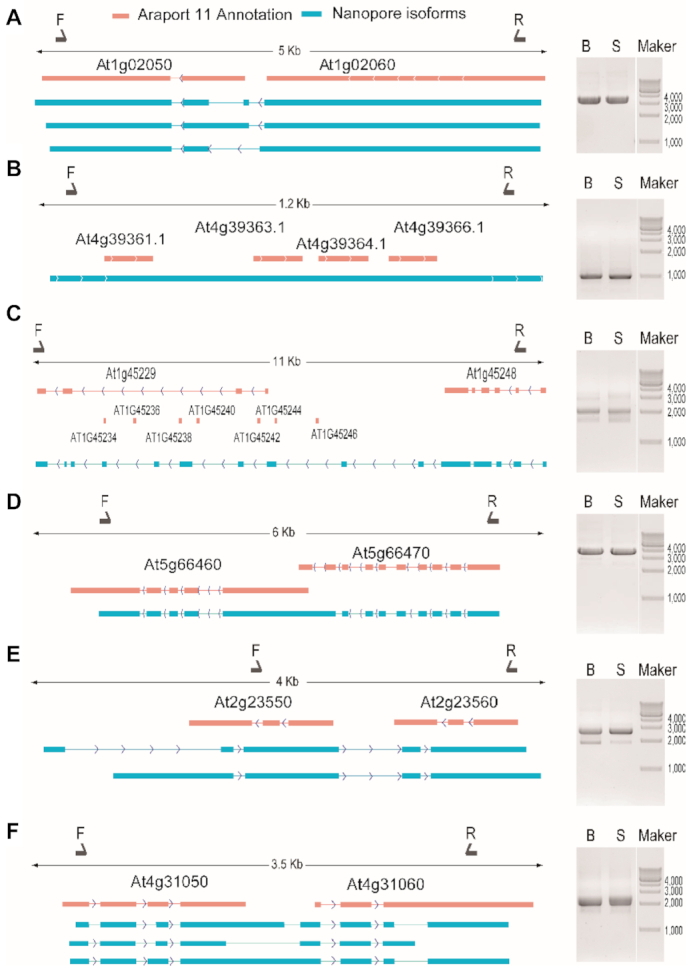
Unexpected fusion transcripts identified with Nanopore reads are confirmed with RT-PCR. (**A**) Multiple fusion transcripts derived from two discrete existing loci; (**B**) a single exon transcript covering four gene locus; (**C**) a transcript covering two distal multi-exon genes together with seven single exon genes; (**D**) fusion transcripts covering two overlapped genes with the same splicing patterns, and there is no splicing in the overlapped regions of the two covered genes; (**E**) antisense transcripts covering two adjacent genes; (**F**) transcripts with different splicing pattern covering parts of two proximal gene loci. Existing exon and intron are depicted as red thin and thin bar respectively, exon and intron derived from Nanopore reads are depicted as blue thin line and thin bar respectively. The position of forward (F) and reverse (R) position are shown in the diagram. The RT-PCR confirmation results of the fusion transcripts are shown in the right of each panel. B, floral buds; S, seedlings; Maker, the 1 kb DNA ruler.

Another category of novel transcripts is characterized by the inclusion of exons that are derived from the DNA sequences that are missing from the current genome assembly. 

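At2g40980 lies on the plus strand of chromosome 2 of TAIR10.1 from 17102090 to 17104802, with 3 annotated exons. Its intron 2 runs from 17102842 to 17102977 and is 136 bp long in the reference. The gene had 14 and 10 counts in floral buds replicates 1 and 2 and 5 and 6 in seedlings replicates 1 and 2, 15.8 ± 2.35 CPM (SD, n = 2) against 9.50 ± 0.95 CPM (SD, n = 2). The log2 fold change of -0.73 (standard error 0.63) was not past the limits for a DEG (FDR 0.456 by edgeR's quasi-likelihood test), and it ranged from -0.86 to -0.56 with each library left out in turn. The paper's Table S6 places the inserts of its reads between 17102918 and 17102937, within intron 2, and gives them lengths of 60 to 111 nt with a median of 82 nt.

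**Figure D1:**
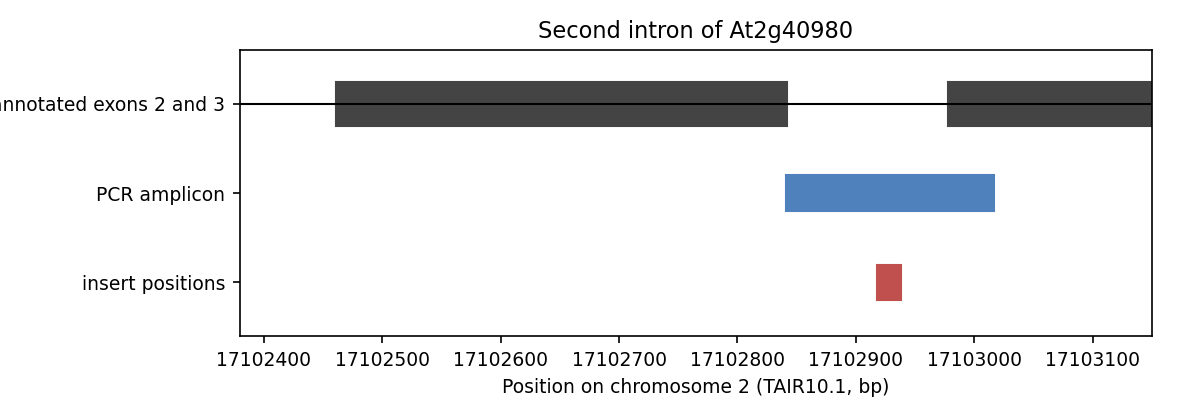
Position on chromosome 2 of TAIR10.1 in bp (x axis) of annotated exons 2 and 3 of At2g40980 (dark boxes), of the amplicon between the primers of Fig. 5B (blue) and of the insert positions in the paper's Table S6 (red). The inserts, between 17102918 and 17102937, fall in intron 2 and inside the amplicon.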

For example, the gene At2g40980 has 20 reads containing a sequence of 102nt in length, which is missing from the current TAIR10 or Araport11 annotated genome in the second intron (Figure 5). The missing genomic sequence was also recovered in the ONT sequenced genome (26). We confirmed the presence of the sequence in the *A. thaliana* genome by PCR and Chop-PCR (Figure 5 and Supplementary Figure S3). 

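The primers of Table S4 for this region each match a single place in the TAIR10.1 sequence. The forward primer matches 17102841 to 17102860 and starts on the last base of exon 2, and the reverse primer matches 17102995 to 17103016 in exon 3. The reference sequence between their outer ends is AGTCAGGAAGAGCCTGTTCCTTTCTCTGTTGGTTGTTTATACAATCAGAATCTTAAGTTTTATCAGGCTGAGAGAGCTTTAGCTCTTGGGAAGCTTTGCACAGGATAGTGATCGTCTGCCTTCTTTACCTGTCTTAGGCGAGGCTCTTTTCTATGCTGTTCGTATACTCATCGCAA on the plus strand.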

The predicted size of the amplicon based on TAIR10 is 176 bp. However, the amplicon size determined in this study is ∼280 bp (Figure 5). The PCR results support the missing sequences for the second intron of At2g40980 in the current databases. Further detailed analysis is required to confirm other similar cases.

**Figure 5.**
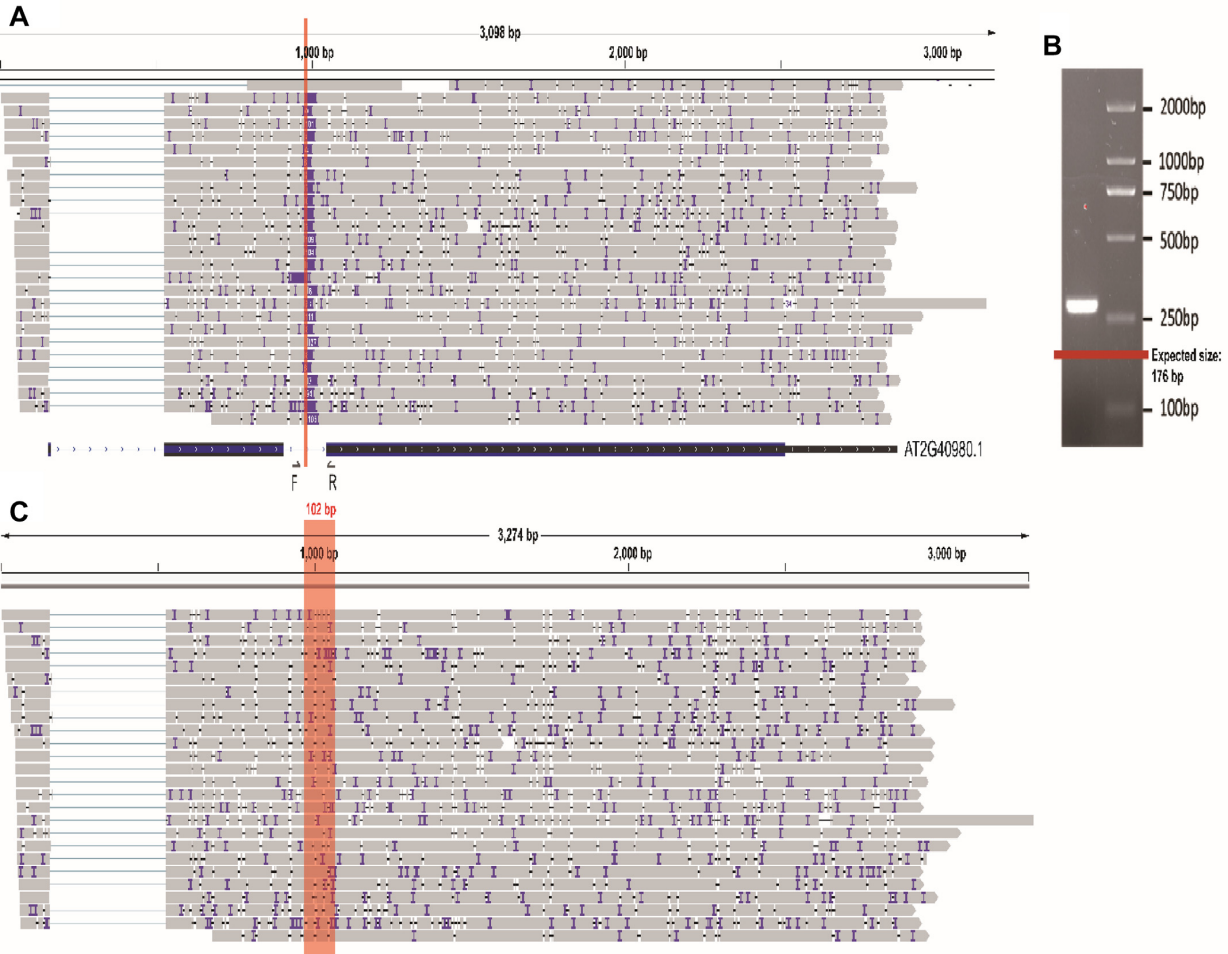
Non-annotated DNA sequence confirmed in the second intron of At2g40980. (**A**) The IGV track view of reads mapping to gene At2g40980. The unannotated sequences fall in the second intron as shown along the red line. (**B**) PCR confirmation with the primers flanking the unannotated regions, the red line indicates the expected size according to TAIR10 genome. (**C**) The IGV track view of reads with the corrected *Arabidopsis* genome. *Note*: The expected size in TAIR10 is 176 bp, while with the non-annotated DNA fragment, the expected size should be 278 bp.

### Differentially expressed gene (DEG) and differentially expressed isoform (DEI)

Using the TrackCluster algorithm with the pre-set parameter (≥5 reads support for each isoform), we identified 7111 DEIs corresponding to 4343 genes in transcripts from seedlings and floral buds (Figure 6A and B, supplementary Table S2). In addition, we identified 3453 different DEGs between the seedling and floral bud samples (Figure 6A and B). 

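Of the 18647 genes tested, 3687 (19.8%) were DEGs by the limits above, of which 1775 were higher in seedlings and 1912 higher in floral buds. Their median absolute log2 fold change was 2.73. Seedlings grown on plates were compared with floral buds of older plants grown in soil. Organ, age and growth medium thus changed together with the stage, and a DEG cannot be assigned to any of them alone. In counts without normalization, both libraries of a stage lay above both of the other in 57.5% of all tested genes. Chance alone gives 33.3% for 2 against 2 libraries of equal depth without ties. Both floral bud libraries were deeper than both seedling libraries, so depth alone can separate unchanged genes. The 57.5% therefore cannot be judged against 33.3%. Among the DEGs the share was 98.4%, but they were selected for a difference between the same libraries, so this is no separate test. The common dispersion of 0.0213 corresponds to a biological coefficient of variation of 14.6%, which leaves out counting error, so counts of replicates vary more. It also takes the libraries as counted independently, which was not tested. In 1725 DEGs a stage had no more than 3 counts in either library, so that the fold change is known only as a lower bound. The number of DEGs moved most with the count filter, and over the 7195 genes with at least 10 counts in each library it was 1037.
The stage of the libraries was checked with 8 marker genes. Of these, 7 were DEGs in the direction of their stage, both with the FDR over all tested genes and with the adjustment over the markers alone. The floral organ genes AP1, AP3, PI and AG, with no more than 2 counts in a seedling library, were at least 30.1-fold, 49.6-fold, 62.3-fold and 24.9-fold higher in floral buds. SEP3 had 202 and 169 counts in floral buds and 4 and 3 in seedlings, a log2 fold change of -5.30 (standard error 0.37, FDR 2.73e-44 by edgeR's quasi-likelihood test). Of the photosynthesis genes, CAB1 was 5.31-fold higher in seedlings (log2 fold change 2.41, standard error 0.11, FDR 4.55e-104) and LHCB3 7.27-fold (log2 fold change 2.86, standard error 0.14, FDR 2.55e-93), both by the same edgeR test. Both are uncertain to the extent that each overlaps a gene on the opposite strand, and CAB1 shares at least 95% identity over at least 50% of its transcript with AT1G29910 (CAB3) and AT1G29920. RBCS1A was listed at 0 in every library. The paper lists m5C sites in it in all 4 libraries, and a site needs reads, so this 0 does not show a lack of expression.
The DEGs with the smallest FDR among those higher in floral buds were VSP1, GRP19, AT1G66850, AT5G22430 and ATA20. VSP1 had 4177 and 3898 counts in floral buds and 33 and 25 in seedlings. Its log2 fold change was -6.73 (standard error 0.18, FDR 1.61e-309 by edgeR), and its FDR over the alternatives reached 0.000736, with limma-voom. The others, with no more than 1 count in a seedling library, were at least 561-fold, 488.5-fold, 411-fold and 321-fold higher in floral buds. Among those higher in seedlings they were LHB1B1, PYK10, GRP9, CAB3 and PR4. LHB1B1 had 19 and 22 counts in floral buds and 1287 and 1405 in seedlings, a log2 fold change of 6.41 (standard error 0.20, FDR 3.80e-221 by edgeR). PYK10 had 5 and 0 counts in floral buds and 779 and 766 in seedlings, and its log2 fold change of 8.58 ranged from 7.70 to 12.70 with each library left out in turn. It overlaps a gene on the opposite strand. GRP9 and PR4 were at least 219-fold and 191-fold higher in seedlings, and CAB3, uncertain to the extent of the sequence it shares with CAB1, was 14.3-fold higher.

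**Figure D2:**
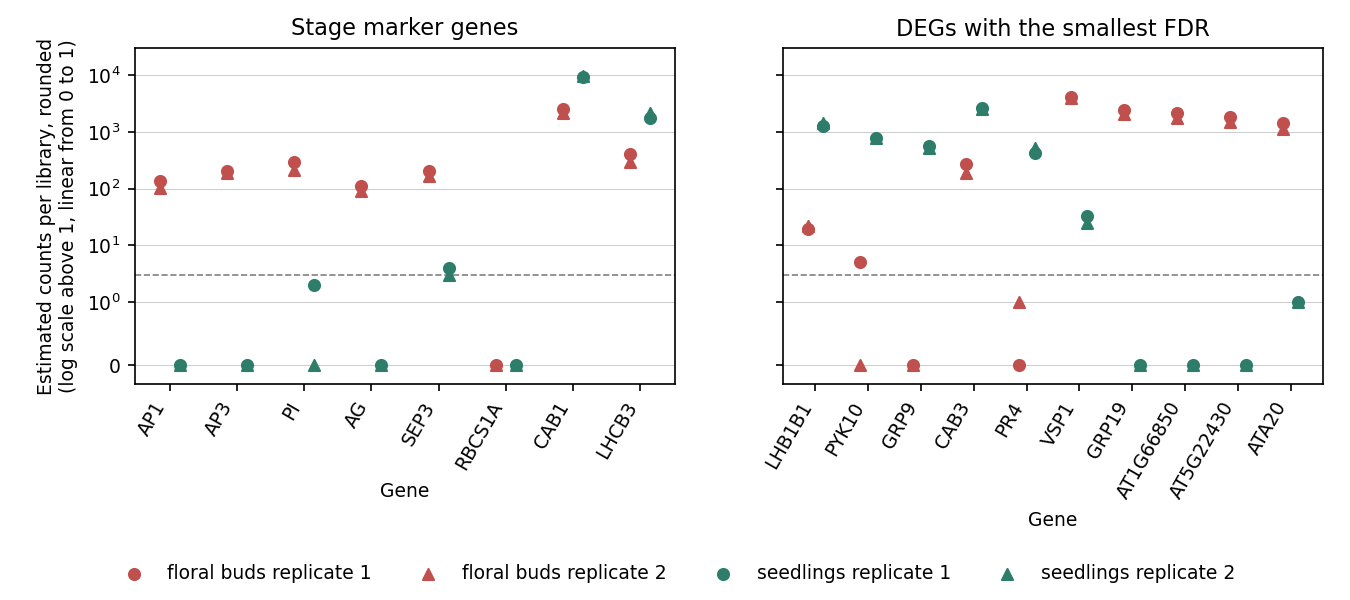
Estimated counts per library, rounded (y axis, on a log scale above 1 and linear from 0 to 1), of the stage marker genes (left) and of the DEGs with the smallest FDR in each direction (right), with a point for each of the 2 replicates per stage and a dashed line at 3 counts. The floral organ genes AP1, AP3, PI and AG lie at 90 to 288 counts in floral buds and at 0 to 2 in seedlings. RBCS1A lies at 0 in every library, although the paper lists m5C sites in it.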

To establish relationships between DEGs and DEIs, we overlapped the DEGs and genes exhibiting the DEIs. We found that the overlapping genes accounted for only 12.5% and 15.8% of the genes having DEIs and DEGs respectively (Figure 6A). These findings indicate that expression of the tissue phenotypes is regulated at the transcript isoform level as well as the gene level. 

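This overlap was computed over the part of Table S2 used here, which lists 1999 isoforms of 1242 genes on chromosome 1 and on chromosome 2 up to the last listed locus. For all of these genes the counts per library in the table equal the deposited estimated counts. Of the 1241 that were tested, 193 were DEGs (15.6%), and they made up 19.5% of the 992 DEGs among the 5041 tested genes of the same range. Among the other genes of the range 21.0% were DEGs (odds ratio 0.692, p = 1.87e-05 by Fisher's exact test, two-sided). Every gene listed with a DEI had counts in all libraries, and among the other genes with a count in every library 15.3% were DEGs (p = 0.814 by the same exact test). The alternative that moved the share among the DEI genes most was DESeq2, with 5.96%.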

Our results demonstrate however that most genes having stage-specific DEIs may show no obvious differences at the gene level, a finding that highlights the importance of profiling gene expression at the isoform level.

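The isoforms of the part of Table S2 used here had a median of 7.67 estimated reads over the libraries and their genes a median of 32.0. Under 5 estimated reads were listed for 769 isoforms (38.5%). The relative abundance of the listed isoforms within the gene, computed from the reads in that table, differed between the stages by 10.0 to 93.9 percentage points. The median difference was 15.1 points. Between the floral bud replicates the relative abundance differed by more than 10 points for 45.6% of the isoforms, and between the seedling replicates for 49.3%.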

**Figure 6.**
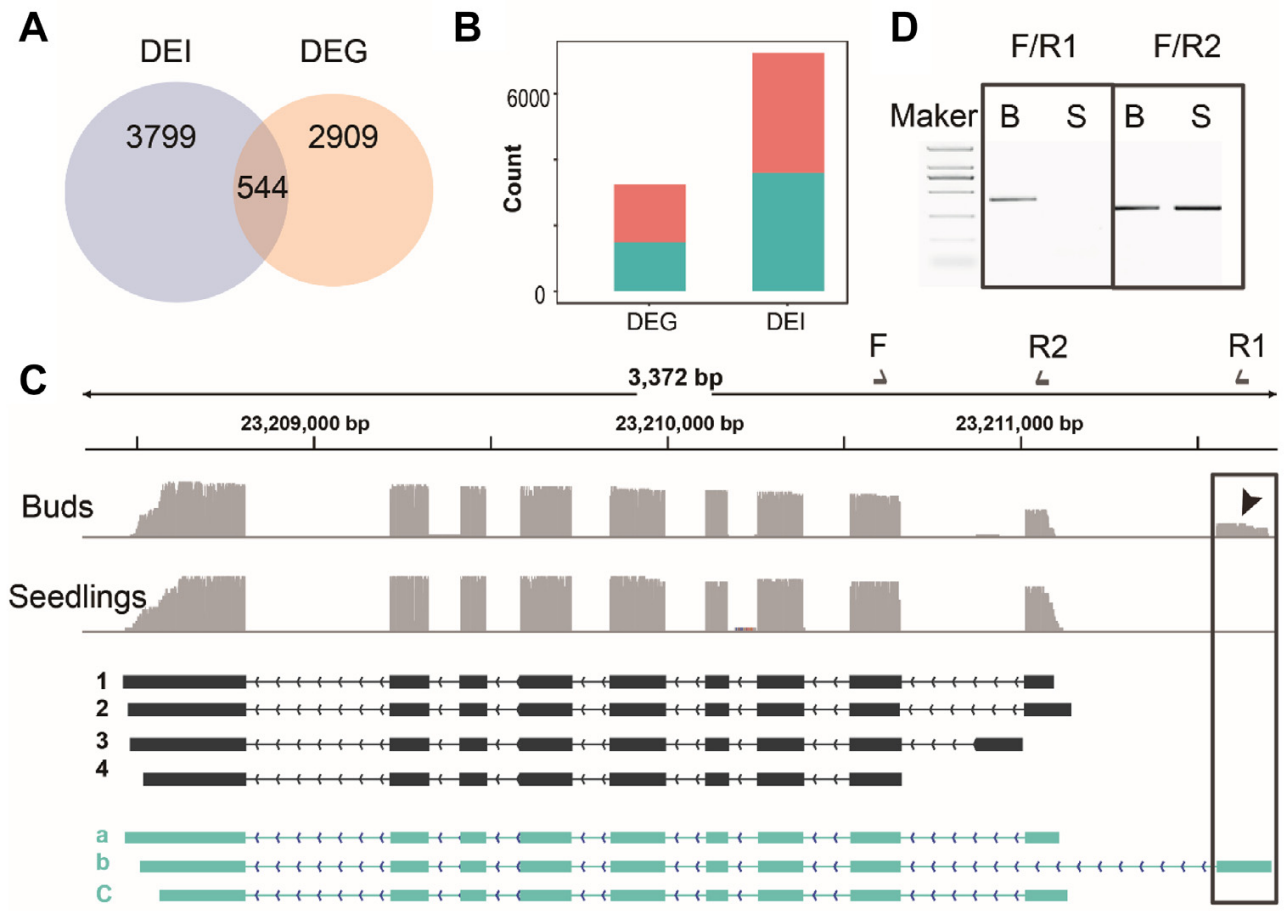
DEG and DEI between seedlings and floral buds. (**A**) Venn diagram showing the intersection of DEI and DEG, (**B**) counts of the up- and down- regulated DEG and DEI in seedling compared with floral bud, (**C**) an example of IGV track showing floral bud-specific ATI in the gene At5g57300, (**D**) experimental confirmed floral bud specific ATI events. The existing and novel isoforms are depicted in black (1–4) and green (a–c) respectively. A previously undefined ATI that is bud-specific is highlighted by a box. The primers used to validate these isoforms are labelled in the diagram. F, forward primer; R1, reverse primer 1; R2, reverse primer 2.

The TrackCluster analysis of the DEIs successfully identified tissue specific ATI, AS, APA among others. For example, ONT DRS identified a floral bud specific ATI in At5g57300 (Figure 6C). 

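At5g57300 had 36 and 32 counts in floral buds replicates 1 and 2 and 8 and 14 in seedlings replicates 1 and 2, which is 45.0 ± 0.23 CPM (SD, n = 2) against 18.9 ± 6.79 CPM (SD, n = 2). The gene was a DEG, higher in floral buds, with a log2 fold change of -1.24 (standard error 0.43, FDR 0.0189 by edgeR's quasi-likelihood test). With each library left out in turn the change ranged from -1.66 to -0.92. The value of -0.92, without seedlings replicate 1, is under the fold limit for a DEG. The gene was not called by DESeq2 (FDR 0.264) or by limma-voom (FDR 0.0714), and its FDR over the other alternatives ranged from 0.00952 to 0.0483. These counts are of the whole gene and do not separate the floral bud specific isoform from the others.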

Interestingly, the novel bud-specific isoform starts at the 3′end of the neighboring gene. However, the first exon of At5g57300 is missing. 

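In the annotation of TAIR10.1 used here, At5g57300 lies on the minus strand of chromosome 5 from 23208463 to 23211139, and its 5′ end faces At5g57320, which lies on the plus strand from 23211952 to 23218041. The floral specific primer of Table S4 matches a single place, 23211596 to 23211613, on the minus strand. It lies in no annotated gene, with its near end 457 bp beyond the annotated end of At5g57300 and 339 bp before the annotated start of At5g57320. The primer for the common product matches 23210601 to 23210620.

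**Figure D3:**
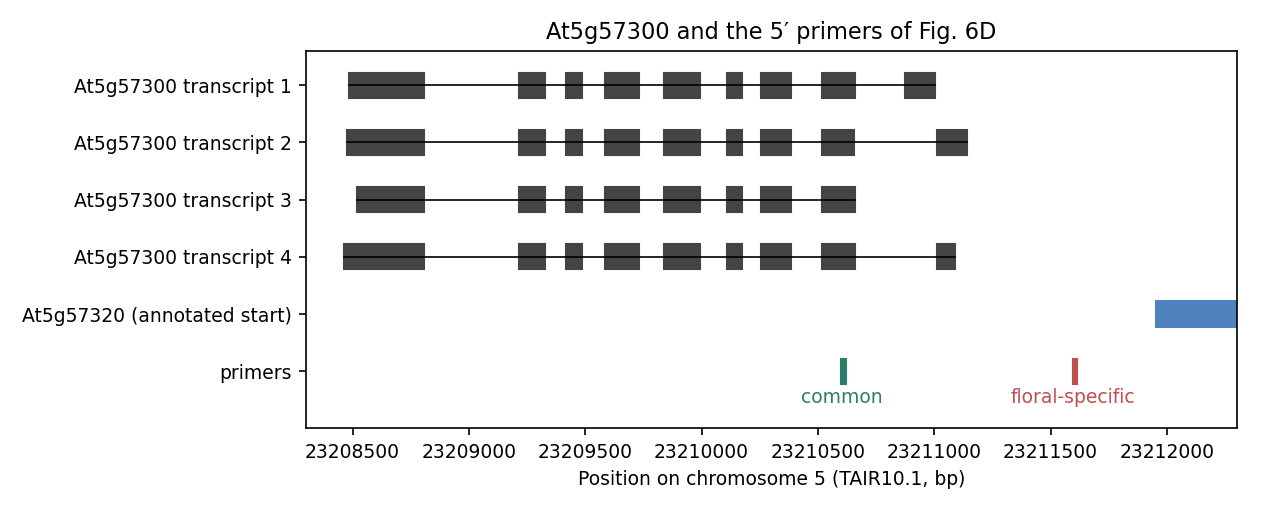
Position on chromosome 5 of TAIR10.1 in bp (x axis) of the exons of the 4 annotated transcripts of At5g57300 (dark boxes), of the start of At5g57320 (blue) and of the floral specific (red) and common (green) primers. The floral specific primer, at 23211596, lies between the annotated genes, and the common primer lies in an exon present in all 4 transcripts.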

We confirmed the presence of this isoform using RT-PCR with isoform-specific primers (Figure 6D) and Chop-(RT)-PCR (Supplementary Figure S3).

### Mobile mRNAs accumulate more m5C modifications

The ONT Tombo software (27) used to detect base modifications via *de novo* model and m5C model respectively, revealed that overall RNA modifications were similar in seedlings and floral buds. Adenine modifications showed the highest accumulation at the 3′UTR near stop codon, similar to a previous report based on the meRNA-IP method (28). To demonstrate the reliability of the m5C model, we compared our data with the *A.thaliana* m5C modification datasets identified via the bisulfite sequencing method (29) or via the meRNA-IP method using anti-m5C antibody (30). This analysis demonstrates that the TOMBO m5C model is a relatively reliable algorithm for the analysis of m5C modifications of *A.thaliana* mRNAs (Supplementary Figure S4) because most of bisulfite sequencing identified genes (>75%) were covered, together with about one-third of meRNA-IP identified genes. More than 50% of the Tombo-identified m5C-containing genes were also covered by the bisulfite sequencing or the meRNA-IP methods (Supplementary Figure S4).

The m5C modification in mRNAs determines the long-distance movement of mobile mRNAs (7). Using our mobile mRNA database (31), we compared m5C modifications in curated mobile mRNAs and in total mRNAs. A higher level of m5C modifications was detected in the mobile mRNA population from seedlings and floral buds than in total mRNAs (Figure 7A, B). This result supports the notion that m5C plays a key role in the long-distance movement of mobile mRNAs. The m5C modification data can also be used to investigate long-standing controversies. For example, previous studies have shown that bases in tRNAs have the highest possibility of modification (32,33) and that met-tRNA fused to cell-autonomous GUS mRNAs can promote the long-distance movement (34). In contrast, the *in silico* predicted tRNA-like structures (TLS) in endogenous mRNAs do not alone promote mRNA mobility (35). We therefore hypothesized that the key determinant for mRNA mobility is the m5C modification. Conversely, the *in silico* predicted TLS in mRNAs may not be modified by TRM4B, a homolog gene of NSUN2 in *Arabidopsis* (7,33). To test this hypothesis, we retrieved mRNAs with a predicted TLS and compared the m5C modifications between TLS-containing mRNAs and total mRNAs. No m5C enrichment was found in the TLS-containing mRNAs (Figure 7A, B). These data provide further support to the concept that the m5C modification, and not that TLS structure, determines the long-distance movement of mobile RNAs.

**Figure 7.**
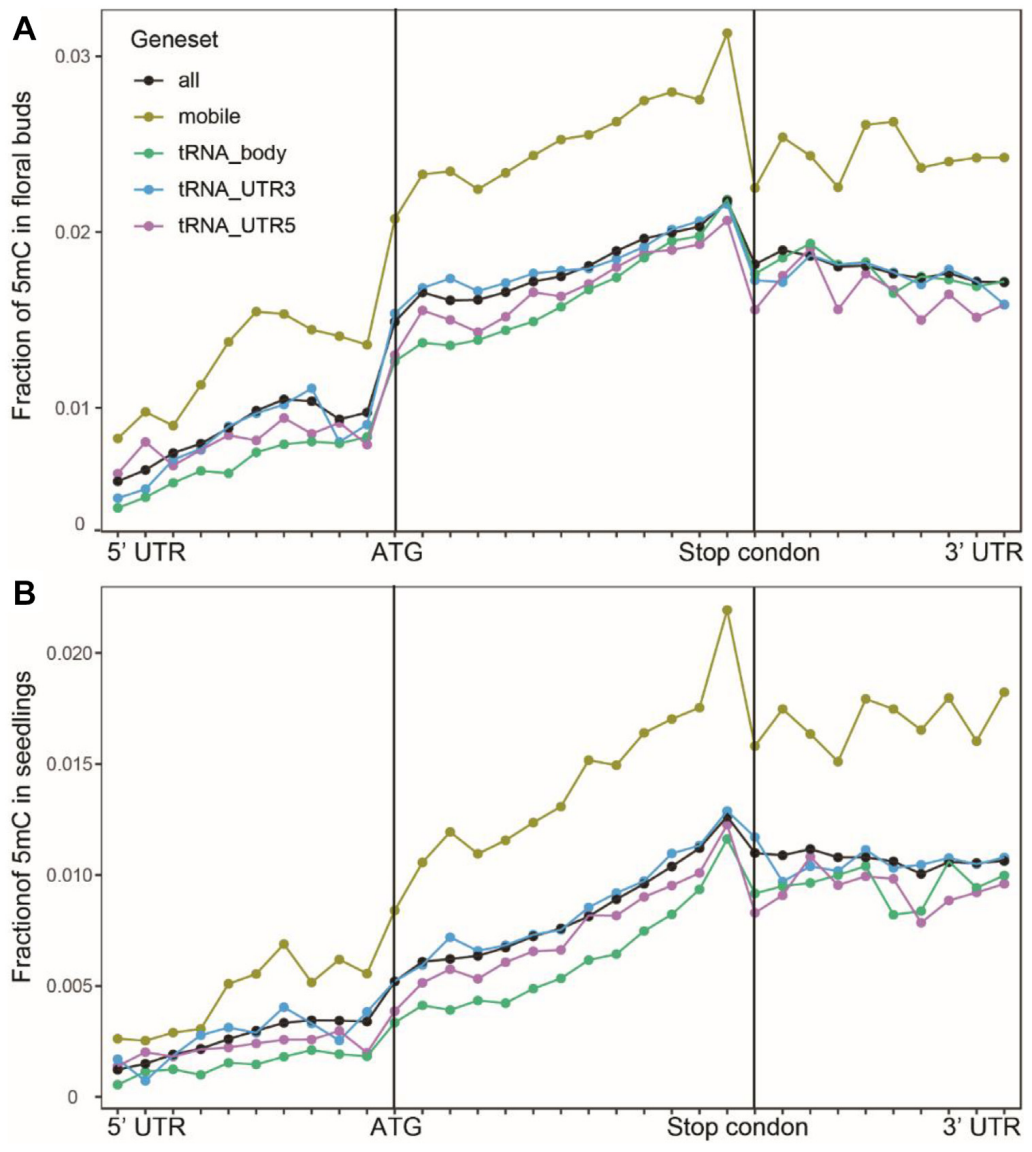
Comparison of m5C modifications between mobile mRNAs, total mRNAs and tRNA-like structure (TLS) contained mRNAs. (**A**) Comparison of m5C modification among mobile mRNAs, total mRNAs and mRNAs containing TLS in floral buds. (**B**) Comparison of m5C modification among mobile mRNAs, total mRNAs and mRNAs containing TLS in seedlings. Red: total mRNAs, light yellow: mobile mRNAs, green: TLS-containing (in gene body) mRNAs, light blue line: TLS (in 3′UTR) -containing mRNAs, purple line: TLS (in 5′UTR) -containing mRNAs.

## DISCUSSION

ONT is a powerful technology for the generation of long reads for DNA sequencing (36). ONT DRS was recently used to measure the length of poly(A) (4) and identify a range of novel transcript isoforms including those with AS, ATI and APA, as well as fusion transcripts in the *vir-1* mutant (4,37,38). Although ONT DRS can, in theory, resolve the problems faced by Next-Generation Sequencing (NGS) (39), native RNA molecules are very easily folded into secondary structures or higher order structures such as RNA G-Quadruplex structure *in vitro* (5). These problems may prohibit the sequencing of full-length transcripts. During the initial trials with standard protocols for the libraries, we were unable to retrieve any full-length transcripts for At4g17140 (>13 000nt). However, with the improved protocol based on the observation that the lithium ion (Li^+^) can disrupt RNA-G-Quadruplexes (40), we were able to acquire 4 full-length At4g17140 transcripts. We identified putative transcripts differing from ones annotated in Araport11. This finding indicates that the improved protocol for library preparation used in the study yields better results for full-length RNA sequencing.

Recently, Parker *et al.* reported an ONT DRS analysis of *Arabidopsis*, providing novel results regarding various aspects of the transcriptome, such as, spurious antisense reads are rare or absent in Nanopore DRS; basecalling errors are non-random in Nanopore DRS. The study also pointed out that first 13 nt of the 5′ end of a transcript may not be effectively identified because of a loss of processing control by the motor protein when the end of an RNA molecule enters the pore, etc. Parker *et al.* also used the m6A mutant *vir-1* to further investigate m6A effects on gene expression and regulation as well as circadian rhythm control (4). In the present study, we used long reads derived from *Arabidopsis* wild type Col-0 seedlings and from floral buds and a recently published algorithm TrackCluster (18) to discover novel transcript isoforms. The major differences between the data reported in the present study and that published by Li *et al.* are due to our use of an improved preparation method of sequencing libraries and trans-splicing leader issues when analyzing transcriptome with TrackCluster. In the present studies, we used a modified method with an extra treatment step that involved the addition of lithium to disrupt RNA-G-Quadruplexes. Furthermore, the trans-splicing leader (SL) only occurs at the 5′ end of *Caenorhabditis elegans* RNAs and it is absent from *Arabidopsis*. Here we identify >38 500 novel transcript isoforms, revealing tissue-specific DEG and DEI forms and cryptic exons such as the one described in At2g40980, which is not annotated in the TAIR10 genome. We have also used the Tombo algorithm (ONT company provided) to identify m5C modifications in *Arabidopsis* transcripts. We demonstrate that mobile mRNAs are highly enriched in m5C modifications. Although both studies (our studies and Parker *et al.*) on *Arabidopsis* have used data generated by ONT DRS, the two studies are focused on very different aspects of mRNAs biology. A common conclusion from both studies is that ONT DRS offers significant advantages in transcriptome analysis and in RNA biology.

Transcriptome analysis is a fundamentally important holistic approach to functional genomics (41), particularly in *A. thaliana* (42). In addition, mRNA processing such as AS is attracting increasing attention because of the potential functional significance of different transcript isoforms in environmental or developmental responses (43). Araport11 is one of the most comprehensive databases for *A. thaliana* transcript isoforms (6). The data contained in Araport11 are largely derived from NGS sequencing of cDNAs. It is predicted therefore that ONT DRS will reveal novel transcript isoforms (>38 500) because this technique is able to recover intact full-length transcripts. Nearly all of the novel transcript categories were experimentally confirmed with (RT)-PCR and chop-(RT)-PCR. These observations suggest that most of our novel isoforms identified in this study exist in nature. However, we cannot rule out the possibility that some of the isoforms identified here may arise from incomplete splicing of pre-mRNAs. In contrast, PCR-amplified short reads usually cover only partial transcripts. To compare the transcriptome information obtained by NGS and ONT DRS, we used the reported transcriptome data from 14-day-old *Arabidopsis* seedlings (13) and from *Arabidopsis* floral buds at stage 8–10 (14). The two developmental stages analysed in the present study revealed few difference between the present results and the NGS data reported in the literature. Moreover, the detected Araport11 annotated transcripts and transcript isoforms reveal no obvious differences between the two sequencing platforms (Figure 1B). The correlation co-efficient of expressed genes in floral buds and in seedlings is >0.73 between ONT DRS data and NGS data, when NGS data were standardized with TPM (transcripts per million), and ONT DRS data with CPM (counts per million) (Supplementary Figure S5A). Although >50% of the ONT DRS identified DEG were confirmed in the NGS datasets (Supplementary Figure S5B), the comparison is limited by the huge differences in the two sequencing platforms.

DRS data contain base modification information. The finding that mobile mRNAs accumulate m5C modifications (Figure 7A, B, supplementary Table S3) supports the recent report that m5C facilitates mRNA long-distance movement (7). The results are further supported by bisulfite-sequenced data (29), in which 78.4% of the m5C-containing transcripts belong to mobile RNA categories based on our curated mobile mRNA database (31). Discrepancies between observations that met-tRNA fused to autonomous RNA facilitate RNA long-distance movement (34) and the finding that TLS-containing mRNAs may not be mobile mRNAs (35) can be resolved with our results, which indicate that TLS-containing mRNAs do not always show cytosine methylation. We previously sequenced 30 to 100 nt of pumpkin phloem sap RNAs, and demonstrated that the native full-length and truncated tRNA fragments in sieve elements contain m5C modified bases (44). Furthermore, TCTP1 and HSC70.1 mRNA mobility was found to be dependent on transcript cytosine methylation (7). Together, these observations establish a strong connection between m5C modifications in RNA (tRNA and mRNA) and their long distance mobilities.

## DATA AVAILABILITY

All data are available from the corresponding author upon request. The primers used in the study to confirm the observed novel isoforms can be found in Supplementary Table S4. The fastq sequences for all 4 libraries have been deposited in the GenBank database under the accession codes GSE144828.

## Supplementary Material

gkaa588_Supplemental_Files Click here for additional data file.

# Supplementary material for: New insights into Arabidopsis transcriptome complexity revealed by direct sequencing of native RNAs
**Source:** Nucleic Acids Res. 2020 Jul 11;48(14):7700–11. doi: 10.1093/nar/gkaa588
**Supplement:** gkaa588_Supplemental_Files

Supplementary Information for

## **New insights of *Arabidopsis* transcriptome complexity revealed by direct sequencing of native RNAs**

Shoudong Zhang<sup>1, #, \*</sup>, Runsheng Li<sup>2, #</sup>, Li Zhang<sup>1</sup>, Shengjie Chen<sup>1</sup>, Min Xie<sup>1</sup>, Liu Yang<sup>1</sup>,  
Yiji Xia<sup>2</sup>, Christine H. Foyer<sup>3</sup>, Zhongying Zhao<sup>2, \*</sup>, Hon-Ming Lam<sup>1, \*</sup>

Shoudong Zhang, Zhongying Zhao, Hon-ming Lam

### **This PDF file includes:**

Figures S1 to S5

Tables S1 to S5

TrackCluster code and  
Sanger sequencing data

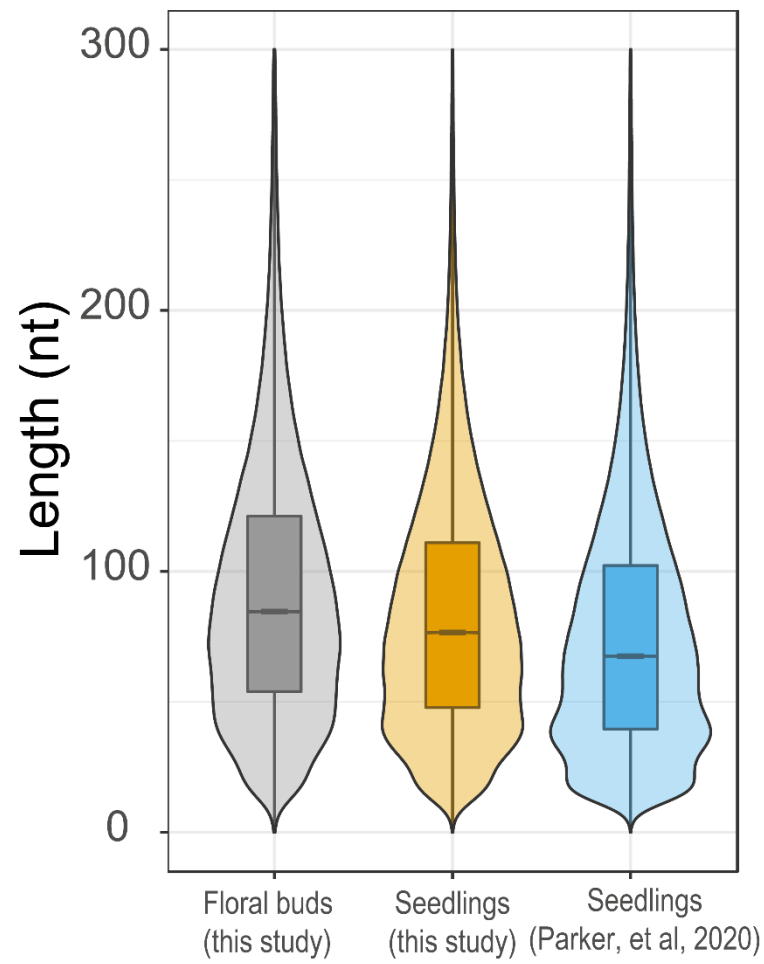

**Figure S1.** The Poly(A) length distribution in floral buds and in seedlings.

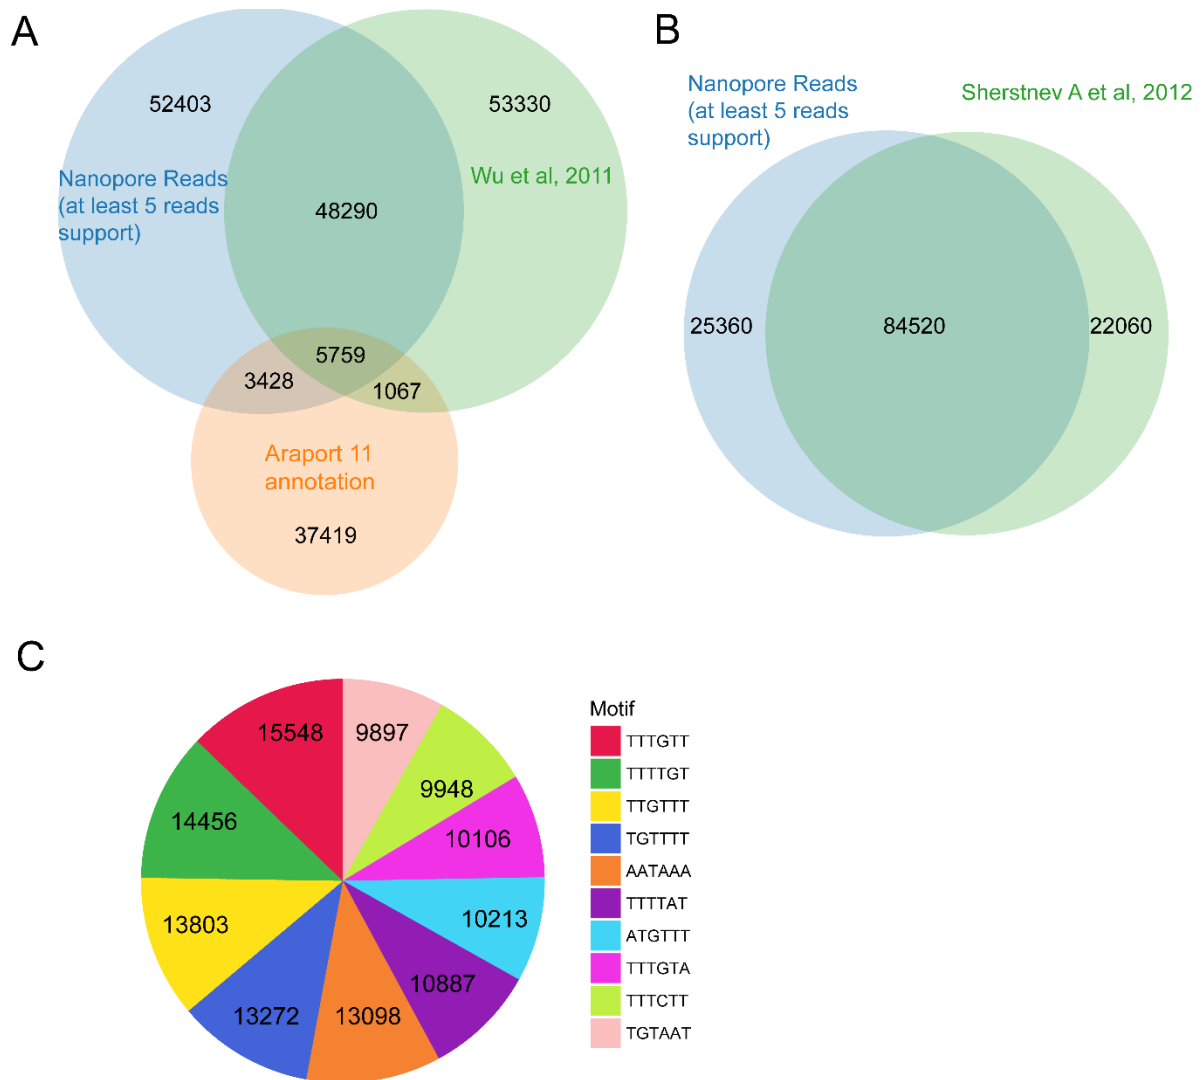

**Figure S2. No. of Poly(A) sites and categories of poly(A) signal motifs.** (A) Diagram showing the intersection of polyadenylation sites with at least 5 Nanopore reads support with the sites from Araport11 and from the research paper of Wu et, al. 2011. (B) Diagram showing the intersection of polyadenylation sites with at least 5 Nanopore reads support with the sites from Sherstnev et al. 2012. (C) Top 10 polyadenylation signal motifs for alternative PAS identified using all the 109, 880 polyadenylation sites from (A).

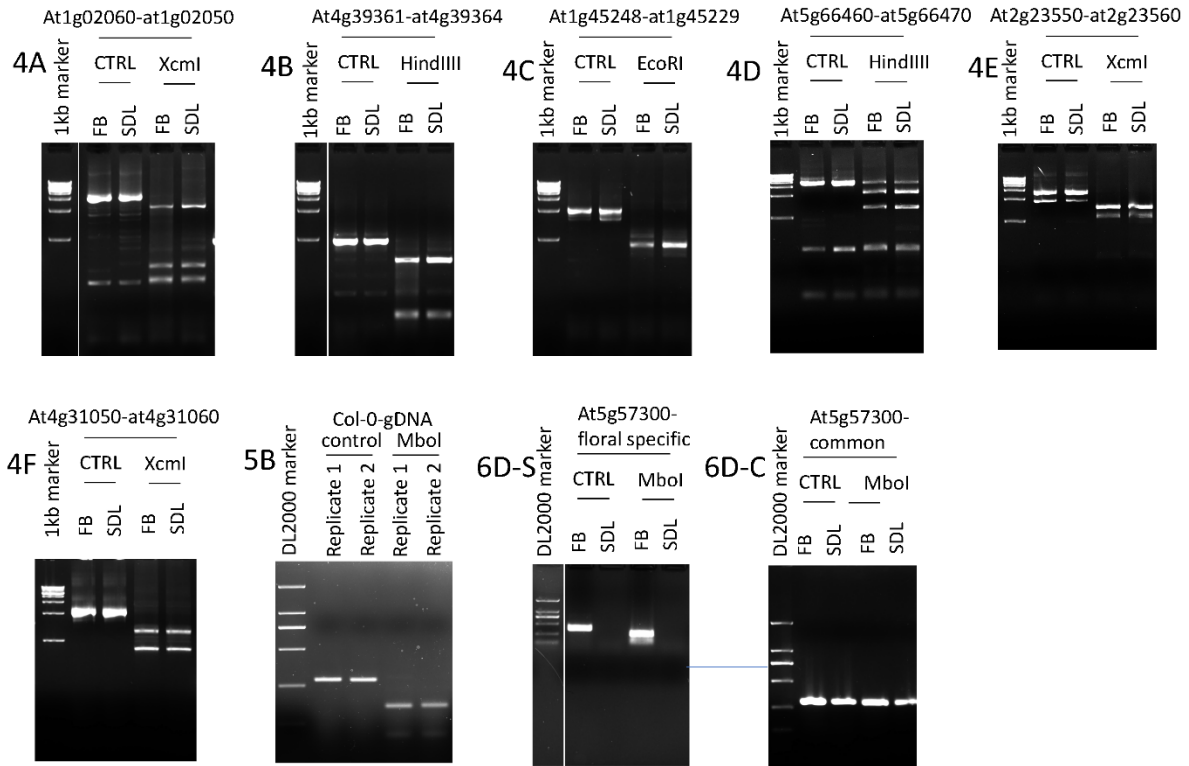

Figure S3: Chop-(RT)-PCR to confirm the fusion transcripts. 4A: At1g02060-at1g02050, expected sizes are 3452bp, after XcmI digestion, the expected sizes are 2401bp, 598bp and 453bp; 4B: at4g39361-at4g39364, expected sizes are 1016bp, after HindIII digestion, the expected sizes are 668bp, 167bp and 181bp; 4C: At1g45248-At1g45229, the expected sizes are 2203bp, after EcoRI digestion, the expected sizes are 1022bp, 929bp and 252bp; 4D: At5g66460-at5g66470, expected sizes are 3785bp, after HindIII digestion, the expected sizes are 2232bp, 1345bp and 208bp; 4E: At2g23550-at2g23560, expected sizes are 2647bp, after XcmI digestion, the expected sizes are 1513bp and 1134bp; 4F: At4g31050-at4g31060, the expected sizes are 2001bp, after XcmI digestion, the expected sizes are 1225bp and 776bp; 5B: Unannotated DNA sequence confirmation with PCR and chop-PCR. The expected size for the DNA fragment with the unannotated DNA sequence is 278bp, after MboI digestion, the expected sizes are 153bp, 67bp and 58bp. 6D-S: At5g57300-floral specific, the expected sizes are 404bp, after MboI digestion, the expected sizes are 285bp and 119bp; 6D-C: At5g57300-common, the expected sizes are 304bp, after MboI digestion, the expected sizes are 285bp and 19bp. 4A-4F corresponding to Figure 4 (A to F panels); 6D-S, Figure 6 panel D-floral specific; 6D-C, Figure 6 panel D-common fragment; FB: floral buds; SDL: seedlings; CTRL: control.

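In Chop-(RT)-PCR the amplified product is cut with a restriction enzyme, and the fragments seen on the gel are set against the sizes read from the sequence. In the TAIR10.1 sequence, with introns and intergenic bases left in, the primers enclose 3850 bp for panel 4A (chromosome 1, 359159 to 363008), 1016 bp for 4B (chromosome 4, 18304806 to 18305821), 9174 bp for 4C (chromosome 1, 17155025 to 17164198), 5449 bp for 4D (chromosome 5, 26538858 to 26544306), 3345 bp for 4E (chromosome 2, 10027075 to 10030419) and 2995 bp for 4F (chromosome 4, 15114391 to 15117385). For 4B, HindIII sites in the reference divide the region into fragments of 668, 167 and 181 bp. The product of a spliced transcript is shorter than the genomic span by the introns it lacks.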

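The common product was located on the annotated transcripts of At5g57300. The reverse primer of Table S4 has no match in the TAIR10.1 chromosomes because it spans a splice junction, between exons 4 and 5 in 3 of the 4 annotated transcripts and between exons 3 and 4 in the shortest of them, which starts at the following exon. On all 4 transcripts it and the common forward primer enclose 304 bp.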

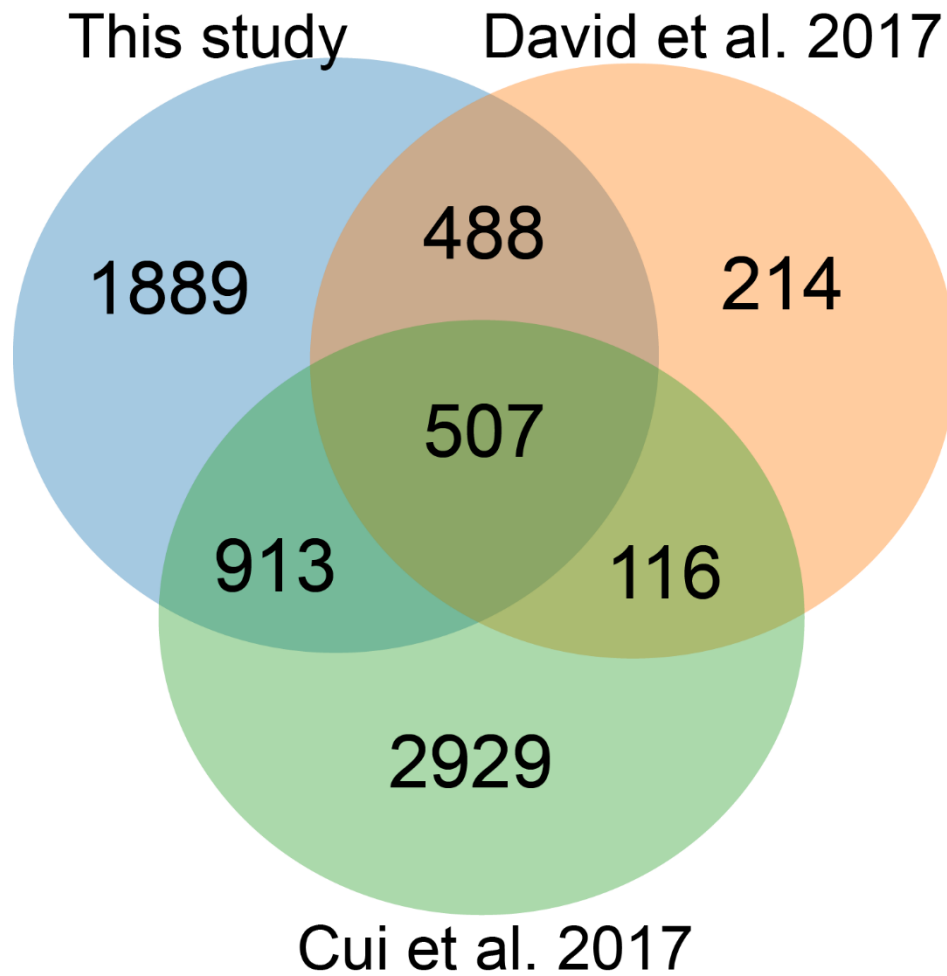

**Figure S4.** Venn diagram showing the intersection between the positive m5C genes in different studies. The orange cycle indicates the genes with at least one positive site in the RNA bisulfite sequencing results from David et al. (2017); while the green cycle indicates the genes with at least one positive locus in the m5C MeRNA-IP results of the wild type samples from Cui et al. 2017.

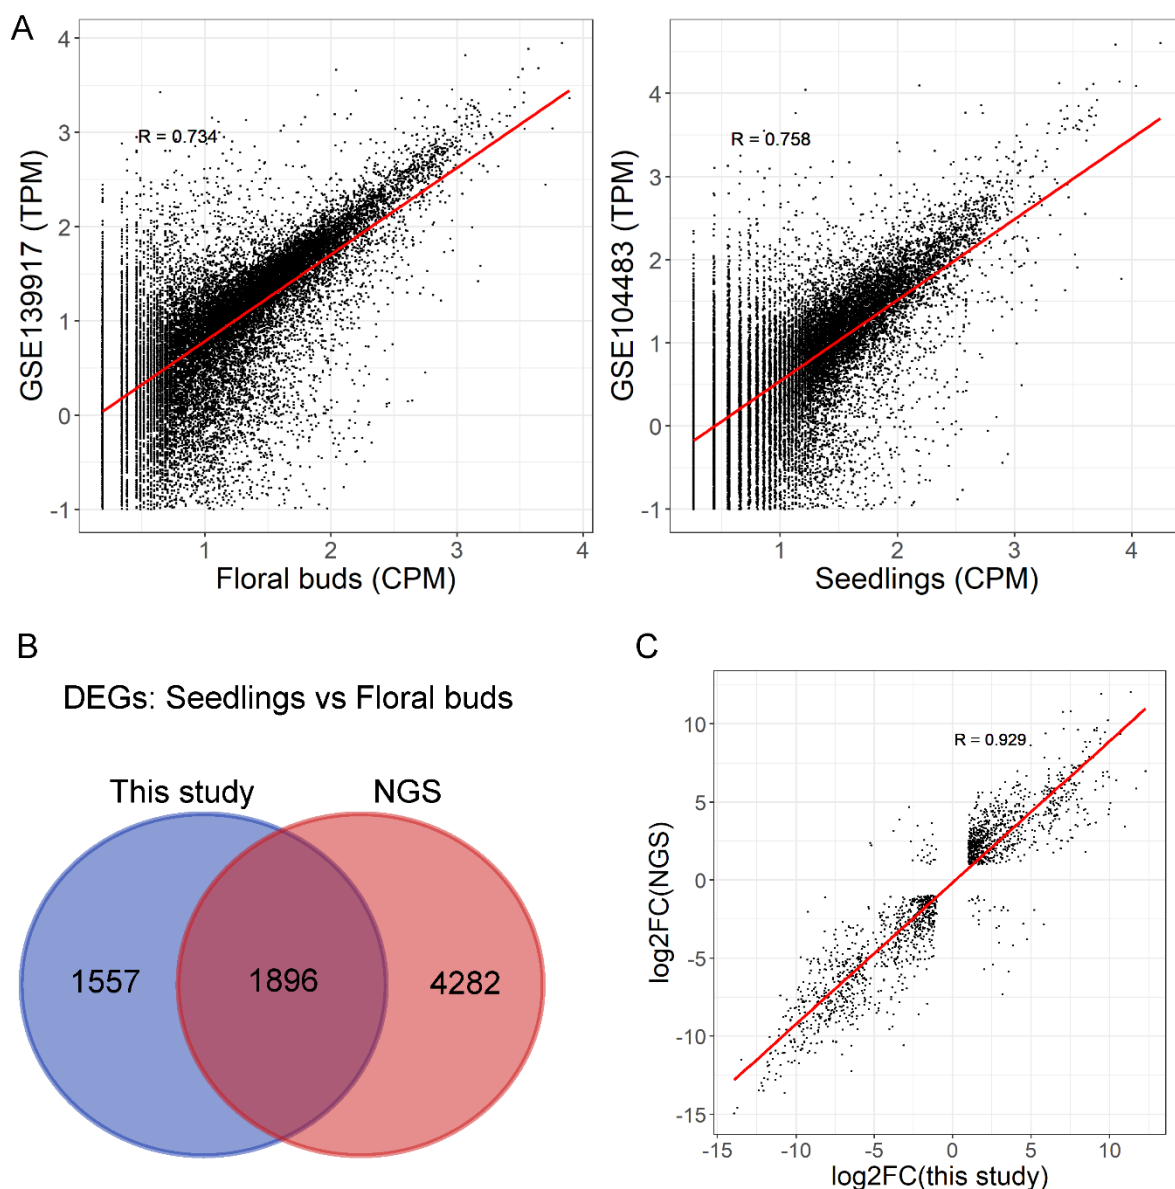

**Figure S5.** Comparison of NGS data and our DRS data. (A) The correlation between the average RNA expression of floral buds of our DRS reads ( $n=2$ ) with NGS reads ( $n=4$ ), and between the average gene expression of seedlings of our DRS reads ( $n=2$ ) with NGS reads ( $n=3$ ). (B) Venn diagram showing the intersection of the DEGs between two tissues identified by our DRS reads (blue) or by NGS reads (red). (C) The correlation between the fold change of the 1898 DEGs identified by both DRS and NGS reads. The details of the NGS datasets used in this study can be found in “Material and methods”. CPM, count per million. TPM, transcripts per kilobase million. DEG, differentially expressed gene.

### **Other Supporting Information Files**

Table S1. All identified novel transcript isoforms in Arabidopsis seedlings and floral buds.

[Table S1 \(xlsx\)](#)

Table S2. List of DEG and DEI between floral buds and seedlings.

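Table S2 gives for each isoform the reads assigned to it in every library, the reads of its gene, and the relative abundance that follows from them. The gene reads are the same estimated counts that were deposited, and an isoform is listed when its mean relative abundance differs between the stages by more than 10 percentage points. Such a difference is a change in the composition of a gene's transcripts, while a DEG is a change in the total of the gene. The relative abundance needs reads of the gene, and all 1242 genes listed in the part of the table used here had counts in every library.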

[Table S2 \(xlsx\)](#)

Table S3. Modified position of bases in transcripts with more than 90% confidence.

[Table S3 \(xlsx\)](#)

Table S4. Primers used in this study.

[Table S4 \(xlsx\)](#)

Table S5. Summary of used published data.

[Table S5 \(xlsx\)](#)

[Supplementary data1: TackCluster code](#)

[Supplementary data2: Sanger sequencing data](#)

How the deposited data were processed for this re-analysis (not part of the article)

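The study sequenced native poly(A) RNA of Arabidopsis with ONT DRS from 2 floral bud samples, taken from plants grown for 3 weeks in soil, and from 2 seedling samples aged 14 days. The stage and replicate of each library were taken from its labels and from Table 1 of the paper. A further seedling run that the paper describes as a pilot was not used here.

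The authors called bases with Guppy, aligned the reads to the TAIR10 genome with Minimap2 and assigned them to genes and isoforms with TrackCluster, and the values they deposited are estimated counts per gene, without normalization, 1 library per column. A column repeated for 3 libraries in a combined table was identical to the library's own values. Most values above 0 (83.8%) were not whole numbers, for a cause that was not tested. All 24750 genes listed were matched by locus to the RefSeq annotation of TAIR10.1, and 4093 of them were at 0 in every library. The counts are per gene, so the numbers of isoforms and the calls of DEIs were not recomputed. The authors' code joins reads to genes by overlap of at least 5% and without strand, so counts of overlapping genes, of antisense genes and of near-identical copies are uncertain.

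From there, the estimated counts were rounded to whole numbers, genes with at least 5 counts summed over the libraries were kept, and edgeR 4.0.16 (R 4.3.3) was run with upper-quartile normalization factors and the quasi-likelihood test (glmQLFit and glmQLFTest), with the stage as the only term. The paper's methods name edgeR and quantile normalization, and the upper quartile was taken as the nearest scaling in edgeR. A DEG had an FDR below 0.05 by the Benjamini-Hochberg method and a fold change above 2. Standard errors of log2 fold changes are the log2 fold change divided by the square root of the test's F, an approximation. Normalized CPM are given as mean and SD of the 2 replicates. Where both libraries of a stage had at most 3 counts, the fold change was computed against 3 counts and is a lower bound, and no fold change is given where both stages were at or under that limit. At 3 counts the libraries can show 3.76, 4.48, 5.18 and 4.84 CPM for floral buds replicates 1 and 2 and seedlings replicates 1 and 2. Shares of raw reads have 95% Wilson intervals. Intervals and limits cover counting error only.

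Replicate libraries were compared by Pearson's r of log10 CPM across genes. The overlap of DEGs with genes listed with a DEI was tested with Fisher's exact test over the tested genes of the range that the part of Table S2 used here covers. This range is chromosome 1 and chromosome 2 up to the last listed locus, where whole chromosomes had been planned. Genes listed with m5C sites were compared with other genes by permutation tests with 100000 resamples within each library, on the chromosomes that the sheet for that library covers in full. Primers were located by exact match to the TAIR10.1 sequence, and coordinates count from 1. Near-identical copies were searched with blastn 2.17.0 and needed at least 95% identity over at least 80% of the transcript.

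The edgeR, DESeq2 1.42.0 and limma 3.58.1 fits were tested on simulated counts for 18182 genes. All genes were given the common dispersion, so none had a variance of its own, as in the quasi-likelihood fit. The counts were drawn from the real means and library sizes, with 4-fold changes in 191 genes. The quasi-likelihood test recovered 104 of these (54.5%) and 83 of the 85 with a mean count of at least 20 (97.6%), with 8 false calls. DESeq2 recovered 66 with 1 false call, and limma-voom 52 with 0.

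The genes named in the text were fixed by rule before the data were examined. They are every gene the paper names, 8 marker genes of floral organs and photosynthesis, and the 5 DEGs with the smallest FDR in each direction among those with both libraries of a stage above both of the other. Genes outside this rule that were chosen for their values are marked where they appear, and neighbours and copies of a named gene are named for their position or sequence. Of the genes the paper names, those at or under 3 counts in both stages were given no fold change.

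The alternatives were TMM normalization or library size alone, DESeq2 with its size factors, edgeR's exact test, limma-voom with full quantile normalization, no count filter or at least 10 counts in each library, no fold limit or a test against a fold change of 2 (glmTreat), the replicate number as a block, and each library left out in turn. A pairing would come from the shared replicate numbers only, and the plants differ between the stages. Unrounded counts, and for the named genes each library left out, were added after the data had been seen.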

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

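The tests of direction with an overlapping gene, of near-identical copies and of neighbouring genes were chosen after the number of non-coding DEGs and their overlap with protein-coding genes had been seen.

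The paper does not report the non-coding genes of the annotation separately in its comparison of the stages. Of 387 non-coding genes tested between the stages, 59 (15.2%) were DEGs, 27 higher in floral buds and 32 higher in seedlings, and all 59 had more than 3 counts in at least 1 library, the limit that the depth can show. They had a median of 36.0 counts over the libraries and at least 8. By annotation 16 were miscellaneous RNAs, 13 other non-coding RNAs, 11 microRNA genes, 10 long non-coding RNAs and 7 small nucleolar RNAs, and the remaining ones a ribosomal and a small nuclear RNA. The number depended on the tool, with 22 by DESeq2, 38 by limma-voom and 9 over genes with at least 10 counts in each library.

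Reads of an overlapping protein-coding gene, which the counting without strand can assign to a non-coding gene, would make the non-coding DEGs overlap such genes more often than other non-coding genes. They overlapped such a gene in 30.5% of cases against 41.2% of the non-coding genes that were not DEGs (p = 0.148 by Fisher's exact test). Such reads would also make them change in the direction of the overlapping gene, and 5 of the 7 with a tested overlapping gene (71.4%) did so (p = 0.227 by an exact binomial test, one-sided), as did 41 of the 62 non-coding genes that were not DEGs (66.1%, p = 0.00757 by the same test). For the 7 non-coding DEGs that the test of direction covers, the pattern therefore cannot be told apart from reads of the overlapping gene. The rest of the 18 with an overlap had no tested overlapping gene, so direction could not be compared and this explanation stays open for them. A near-identical copy elsewhere in the genome was found for 8.5% of the non-coding DEGs and for 7.6% of the others (p = 0.793 by Fisher's exact test), and among those without overlap for 9.8% against 8.3% (p = 0.760 by the same exact test). Reads running over from a neighbouring gene would make the 41 non-coding DEGs without overlap follow their neighbour. Of the 18 with a tested protein-coding gene within 1000 bp, 9 (50.0%) changed in its direction (p = 0.593 by an exact binomial test, one-sided), against 50.5% of the non-coding genes that were not DEGs. The neighbour was itself a DEG for only 6 of the 18, 4 of them in the same direction, so this test decides little.

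For the 18 non-coding DEGs with such a neighbour, the pattern thus cannot be told apart from reads running over from it (50.0% in its direction). For the other non-coding DEGs without overlap, no tested protein-coding gene lies within 1000 bp. Transcripts absent from the annotation that run through these genes were not tested. Among those without overlap, and chosen after their values were seen, AT3G00930 had 336 and 286 counts in floral buds and 0 in both seedling libraries, AT3G06365 had 99 and 94 in floral buds and 511 and 457 in seedlings, and MIR399d had 0 in both floral bud libraries and 31 and 53 in seedlings.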

How the results depend on the processing

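The alternatives were set before the data were examined, apart from unrounded counts, the leaving out of each library for single genes, and the comparison of DEI genes with genes that have a count in every library, which were added after seeing the data.

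The number of DEGs, 3687, stayed within 1.5 times under TMM normalization (3705), library size alone (3767), edgeR's exact test (3514), limma-voom (2462), no count filter (3198), unrounded counts (3730) and no fold limit (4455). It fell to 1965 with DESeq2 (974 higher in seedlings, 991 higher in floral buds), to 2126 with the test against a fold change of 2 (972 and 1154) and to 1037 over genes with at least 10 counts in each library (589 and 448). With limma-voom 1223 DEGs were higher in floral buds, against 1912. In the simulated counts DESeq2 recovered 34.6% and limma-voom 27.2% of the changes, against 54.5% for the quasi-likelihood test. False calls were 1 and 0 against 8. The simulated genes had no variance of their own, which is also what the quasi-likelihood fit assumed. Lower sensitivity of DESeq2 and limma-voom therefore cannot be told apart here from excess calls by the quasi-likelihood test. The cause was not tested for the fold test. The minimum of 10 counts in each library left 7195 of 18647 genes and removed the 1725 DEGs with a stage at or under 3 counts. Of the DEGs, 1959 were shared with DESeq2, 2413 with limma-voom and 945 with the stricter filter. With each library left out in turn, 3507 to 3527 of the DEGs kept their direction and a fold change above 2. The share of DEGs higher in seedlings was 48.1%, and between 42.4% (library size alone) and 56.8% (at least 10 counts in each library) under the alternatives run. The median log2 fold change shifted by -0.01 with TMM normalization and by -0.09 with library size alone.

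With the replicate number as a replicate block, 3095 genes were DEGs. Same-numbered libraries are from different plants, and their deviations from the stage means correlated at -0.05 across 18647 genes and -0.08 across 7195 genes, so the numbers do not pair them.

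Of the marker genes, 7 were called under each alternative run except the minimum of 10 counts in each library, which left 2 because it removes genes with fewer than 10 counts in any library. For genes named in the text, 382 comparisons over 31 genes were made, in which 355 kept direction and call, whatever the size of the change, or moved by less than the replicate spread where a library was left out. There were 21 that moved by more, 2 that lost the call and 4 that reversed. Both lost calls were At5g57300, with DESeq2 and limma-voom. Without seedlings replicate 1 the log2 fold change of At5g57300 was -0.92, under the fold limit. This was counted as a move within the replicate spread. TCTP1, whose log2 fold change was -0.03 (FDR 0.890 by edgeR), moved to -0.85 with limma-voom (FDR 0.00275), under the fold limit for a call, and to 0.012 without a count filter. Its FDR over the alternatives ranged from 0.00275 to 0.9705. HSC70.1 had an FDR of 0.0455 with limma-voom (-0.334), also under the fold limit, and of 0.0565 to 0.548 over the other alternatives. With each library left out in turn, the log2 fold change ranged from -3.95 to 3.26 for At1g45229 and from -0.39 to 0.54 for At4g31050. The cause was not tested. Genes with fewer than 10 counts in a library have no value under that filter.

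Replicate correlations, 0.916 in floral buds and 0.906 in seedlings, moved under each alternative run. They were 0.897 and 0.876 for log10(CPM + 1) over genes with a count in either replicate, 0.9901 and 0.995 on linear CPM, 0.911 and 0.893 by Spearman's method, and 0.941 and 0.942 over genes with at least 10 counts in both replicates. With 2 replicates, none could be left out of these. The number of genes with at least 5 counts, 18708, fell to 10112 when they were needed in every library, and the other rules for 1 and 5 counts stayed within 1.5 times.

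The share of DEGs among genes with a DEI, 15.6%, was below that of the other genes (p = 1.87e-05 by Fisher's exact test, two-sided) and stayed so with TMM, library size alone, the exact test, DESeq2, limma-voom, no count filter and the replicate block, with p from 6.56e-10 to 0.000365. Over genes with at least 10 counts in each library it was 13.13%, no longer distinct (p = 0.701 by the same exact test), and for genes with a DEI of at least 20 reads it was 21.9%, above the others but not distinct (p = 0.182 by the exact test). Against genes with a count in every library the 15.55% lay slightly above the others (15.28%, p = 0.814 by the exact test). The read excess of genes listed with m5C sites kept its direction in all 4 libraries with at least 50 counts (from 1.90 to 2.24 on the log2 scale) and with the mean in place of the median.

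Depth limits what can be called. In simulated counts 97.6% of 4-fold changes were recovered at a mean count of at least 20, but 54.5% over all genes. Not run were the alternatives for the numbers of isoforms with 1 or 5 counts and for DEIs among annotated isoforms, since the counts are per gene.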

Differences from the paper's values

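The correlation between replicates was 0.916 in floral buds and 0.906 in seedlings (Pearson's r of log10 CPM across genes with a count in both replicates), against the paper's values of about 0.98 and about 0.99 in Fig. 1C, read by eye. Of the alternatives set before the data were examined, linear CPM gave 0.9901 in floral buds and 0.995 in seedlings, which falls within the paper's value for seedlings and lies above it for floral buds. Neither log10(CPM + 1), Spearman's method nor a minimum of 10 counts in both replicates reached the paper's value in either stage.

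The paper states that a minimum number of reads was required for each isoform. In the part of its Table S2 used here, 769 of 1999 listed isoforms (38.5%) had under 5 reads over the libraries.

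The paper places the start of the floral bud specific isoform of At5g57300 at the 3′ end of the neighbouring gene. In the TAIR10.1 annotation used here, the neighbour on that side, At5g57320, is on the plus strand and starts at 23211952, so its 5′ end is the one that faces At5g57300, and the floral specific primer lies 339 bp before it.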

Other observations

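The tests of sampling noise for isoform shares, and the test of overlap for genes with m5C sites at 0 counts, were chosen only after those results had been seen. The tests of read number and of near-identical copies were chosen when the genes at 0 counts were known and their outcome was not.

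Genes with a DEI were DEGs less often than other genes of the same range, 15.6% against 21.0%. If this came from the read count of the genes alone, random genes matched on mean count would give the same share, but 10000 such draws gave a mean of 22.0% (the middle 95% from 19.7 to 24.3%, p = 0.0002 as a permutation test, two-sided). If it came from the need for counts in every library, which all 1242 listed genes meet, other genes with a count in every library would give it too, and they did, with 15.28% (p = 0.814 by Fisher's exact test). The lower share may therefore reflect that a relative abundance can only be computed where both stages have reads, which leaves out DEGs absent from a stage. This is a hypothesis.

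The listed isoforms differ by at least 10 percentage points between the stages. In 10000 draws per isoform from its abundance over all libraries, at the read numbers listed, 99.0% of the isoforms passed 10 points with a chance above 0.05, and the median chance was 0.532. For isoforms of genes with at least 100 reads, of which there were 171, the share was 91.2%. The isoform's own difference was reached by under 0.05 of its draws for 7.2% of the isoforms. Sampling noise at these depths may thus account for many single listed differences, although the draws do not show which. Both libraries of a stage lay above both of the other for 62.9% of the isoforms, and for 61.1% with 1 isoform for each of the 1242 genes. The limit of 10 points favours this order, and draws that passed it had it in 54.2% of cases for these 1242 isoforms, or in 64.4% with ties counted. The draws are whole reads and tie where estimated reads do not, so the order cannot be told apart from sampling noise. No biological explanation was tested for the isoforms as a group.

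Genes listed with m5C sites in the paper's Table S3 had more reads than other genes in every library. The median log2 CPM was higher by 2.86 and 3.27 in floral buds replicates 1 and 2 and by 3.10 and 3.06 in seedlings replicates 1 and 2 (p = 1e-05 in each, the smallest that 100000 resamples can give, two-sided permutation tests across genes). The median count was 96.3 against 13.2, 116.1 against 12.0, 80.1 against 9.4 and 77.3 against 9.3. A site can be listed only where a gene has reads, so the listing itself favours genes with more reads. These tests cannot separate that from another cause.

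The sheets for the stages differ in the genes they list. If the number of reads decides whether a gene is listed, genes listed in a single stage would have more reads there. On chromosomes 1 to 3, the 99 genes listed only in floral buds had a median log2 fold change of -5.36 and 99.0% were higher in floral buds, and the 242 listed only in seedlings had 0.85 and 92.6% were higher in seedlings. The difference was 6.21 (p = 1e-05, the smallest that the permutations can give), while the 596 genes listed in every sheet had a median of 0.01. Read depth is therefore a candidate explanation for the genes listed in a single stage, and a difference in methylation cannot be told apart from it here.

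Of the 3192 genes with m5C sites that are also listed with counts, 38 were at 0 in every library, although a site needs reads. Sites of 7 of them were listed in all 4 libraries. Taken as shares of reads, the m5C fractions listed for 30 of the 38 (78.9%) need at least 20 reads at a site, against 80.5% of the genes with counts, with a median of 28.0 against 33.0 reads for the site of a gene that needs most, so few reads do not account for most of the 38. A near-identical copy was found for 0.0% of the 38 against 0.5% of the genes with counts. Another annotated gene overlapped 92.1% of the 38, against 14.5% of those with counts (p = 6.56e-26 by Fisher's exact test). The assignment of reads among overlapping genes is therefore a candidate explanation. It is incomplete, as 14 of the 35 overlap a gene with counts and 21 overlap only genes at 0 or not listed. The 3 without overlap or copy are the marker RBCS1A, and GRP7 and RBCS3B, which were named after their values were seen. No biological explanation was tested.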
